# The differentiation of myeloid progenitors is effected by cascading waves of coordinated gene expression that remodel cellular physiology in a characteristic sequence

**DOI:** 10.1371/journal.pcbi.1014276

**Published:** 2026-05-12

**Authors:** Andrea Repele, Joanna Handzlik, Nimasha Samarawickrama, Trevor Long, Sunil Nooti, Veena Potluri, Yen Lee Loh, Manu

## Abstract

The differentiation of hematopoietic progenitors into specialized types requires the transmittal of information from a few external or internal regulators to the thousands of genes that produce a cell type’s characteristic phenotypes. While the main signaling pathways, transcription factors, and the genes eliciting the terminal phenotypes are known, how information flows from a few regulators to thousands of genes to change the state of the cell remains to be fleshed out. To profile this information transfer process, we sampled the differentiation of the PUER myeloid cell line into macrophages and neutrophils at 27 time points over seven days. There is extensive transient regulation; the number of transcripts modulated in time is twice the number differentially expressed between endpoints. Differentiation is marked by two sharp transitions, at ∼8h and ∼80h, when transcriptomic state changes suddenly. We utilized non-negative matrix factorization to identify *behaviors*, characteristic temporal patterns of gene expression, and to classify transcripts by behavior. Only 10 distinct behaviors are sufficient to recapitulate the expression of ∼36,000 transcripts with high fidelity. Gene expression in most of the behaviors occurs in pulses of varying initiation times and durations. This implies that information transfer during differentiation occurs in cascading waves of gene expression culminating in the permanent turning on of certain genes after ∼80h. Each behavior is enriched in specific biological processes, so that physiological remodeling proceeds in a characteristic order—signal transduction, translation and mRNA processing, metabolism, and, ultimately, myeloid phenotypic processes. The sharp transition at 8h corresponds to the completion of transcriptional and translational remodeling and the initiation of metabolic remodeling; the one at 80h corresponds to the elicitation of myeloid phenotypes. Our analysis shows that differentiation relies upon a series of transient, rapid, and complex gene regulatory events and highlights the importance of profiling it at a high temporal resolution.

## Author summary

The maturation of hematopoietic progenitor cells into differentiated cell types occurs over a period of about a week. This process requires the progenitors to respond to external signals by changing the expression of thousands of genes to elicit the required phenotypes. We profiled how information is transferred from a few upstream regulators to thousands of genes by measuring genome-wide gene expression at high temporal resolution during white-blood cell differentiation. We show that the information transfer occurs in cascading waves, some as short as 8 hours and others lasting for 3 days, in which thousands of genes change expression coordinately. The physiological processes remodeled in each successive wave follow a characteristic order, starting with signal transduction pathways, followed by translation and mRNA processing, then metabolism, and culminating in the production of innate immunity phenotypes. Maturation is also punctuated with two sharp transitions, when genome-wide expression changes suddenly, associated with the initiation of metabolic remodeling and the production of terminal phenotypes. Our analysis shows that a complete description of differentiation requires the characterization of transient changes and not just those observable at the endpoints.

## Introduction

Macrophages and neutrophils are developmentally closely related cell types that share a common progenitor, the granulocyte-monocyte progenitor (GMP) [1,2]. The choice of developmental fate, macrophage or neutrophil, is understood to involve well-known hematopoietic transcription factors (TFs) that regulate each other in the manner of a bistable switch [3,4]. This decision is thought to depend on the ratio of the expression of the TF PU.1, known to be essential for the development of all white blood cell lineages [5], and C/EBPα, whose expression is necessary for neutrophil development [6]. A high PU.1-C/EBPα ratio was shown to promote the macrophage fate, while a low ratio favored neutrophil development [7]. The actual bistable switch effecting the decision is believed to be downstream of PU.1 and C/EBPα. One proposal involves mutual repression between the TFs Egr1/Egr2/Nab2 and Gfi1, promoting the macrophage and neutrophil fates respectively [3]. Another bistable switch may operate between Irf8 and Gfi1 [4] either in exclusion of the Egr1/Egr2/Nab2-Gfi1 switch or in complementarity of it.

While we have some insight into the key regulators that bias the initial conditions towards one fate or the other, we know relatively little about how these initial biases are converted into the ultimate phenotypic differences observable between distinct cell types. Comparisons of hematopoietic cell types typically reveals hundreds to thousands of differentially expressed genes [8]. In *in vitro* differentiation [7,9] and transdifferentiation [10] experiments, the initial bias could be introduced by modulating the expression of a single TF. This raises several outstanding questions about how information flows from a few upstream regulators to thousands of genes to remodel the transcriptome of a terminally differentiated cell and elicit its observable phenotypes. Are the genes that produce the observable physiological phenotypes induced early or late during differentiation? When are the determinants of the identity of the cell, such as TFs and signal transduction factors, induced and, conversely, when are the determinants of the progenitor and alternative lineages downregulated? Do any genes change expression transiently and revert in expression to their state in progenitor cells? On what time scales do these changes occur? To summarize, relatively little is known about the timing, sequence, and scale of genome-wide gene expression modulation during macrophage-neutrophil differentiation [11,12].

In order to profile the timing and sequence of gene expression changes as they snowball from a few genes to the scale of the genome, we acquired a high resolution RNA-Seq time series dataset of *in vitro* macrophage-neutrophil differentiation of PU.1 estrogen receptor (PUER) cells, an important model of myeloid development [7,13,14] (Fig 1A). PUER cells are an IL3 dependent hematopoietic progenitor cell line derived from the fetal liver of PU.1^−/−^ mice in which PU.1 has been reintroduced after fusion to the ligand binding domain of the estrogen receptor [15]. In the absence of 4-hydroxy-tamoxifen (OHT), the PUER fusion protein is inactive so that uninduced PUER cells have a PU.1^−/−^ phenotype and can be maintained indefinitely as bipotential progenitors by culture in medium containing IL3. OHT activates the PUER fusion protein by binding to the estrogen receptor domain, restoring the function of the PU.1 TF and relieving the block on the progenitors to induce differentiation. PUER cells can be differentiated into macrophages by OHT treatment over a period of 168 hours and into neutrophils by substituting GCSF for IL3, culturing in GCSF medium for 48 hours, and subsequently treating with OHT for 168 hours. Fate transformation in PUER cells therefore, is initiated by just two inputs, the TF PU.1 and the cytokine GCSF, making the system a good candidate for observing the information transfer process in a bifurcating cell-fate decision.

**Fig 1:**
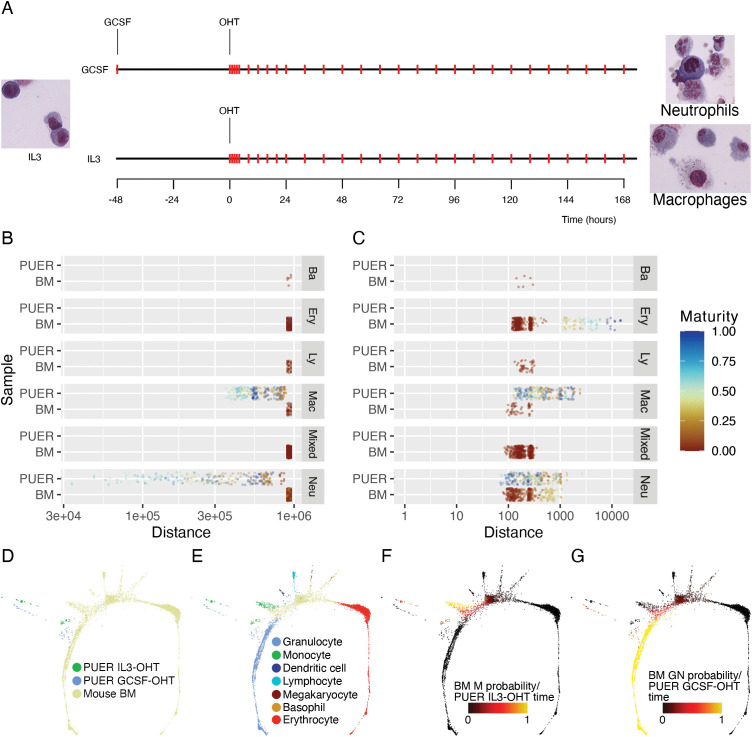
*in vitro* PUER cell differentiation reprograms PU.1^−/−^ cells to states resembling *in vivo* bone marrow macrophage and neutrophil progenitors. **A**. Schematic showing the *in vitro* differentiation of PUER cells into macrophages and neutrophils. Red ticks indicate the timepoints at which cells were sampled for RNA-Seq. **B,C** The distribution of Euclidean distances between 88h GCSF-OHT samples and other PUER samples or *in vivo* BM single cells [16] either before (**B**) or after (**C**) the removal of batch effects. PUER cells in GCSF and IL3 conditions are labeled as Neu or Mac respectively. BM cells having a population balance analysis (PBA) [18] probability of more than 0.8 for a particular lineage are labeled as that lineage. Ba: basophil, Ery: erythrocyte, Ly: lymphocyte, Mac: monocyte, Neu: granulocyte. BM cells that have PBA probability less than 0.8 for all lineages are labeled as Mixed. The color of the points indicates developmental maturity so that more differentiated cells have higher values. For PUER cells, the developmental maturity is given by the differentiation timepoint scaled to [0,1]. For BM cells, the developmental maturity is given by the additive inverse of the PBA potential scaled to [0,1]. **D–G** SPRING [19] plots of batch-corrected PUER samples and BM cells. **D**. Color shows PUER samples in IL3 (macrophage) or GCSF (neutrophil) conditions and BM cells. **E**. Color annotates PUER samples and BM cells by lineage. Only BM cells having a PBA probability of more than 0.8 for a particular lineage are annotated. **F**. BM cells are annotated by a heatmap of PBA probability for the monocyte (M) lineage. IL3-OHT PUER cells are annotated by a heatmap of differentiation timepoint. **G**. BM cells are annotated by a heatmap of PBA probability for the granulocyte (GN) lineage. GCSF-OHT PUER cells are annotated by a heatmap of differentiation timepoint.

Our analysis of the RNA-Seq data shows that genes are expressed in diverse and complex temporal patterns throughout the course of differentiation. Differential expression analysis between the end points, while identifying thousands of genes that change in expression, underestimates the number of genes modulated in expression during differentiation since a large number of genes change expression only transiently. To overcome this limitation of pairwise comparisons, we utilized non-negative matrix factorization (NMF) to identify characteristic temporal patterns of gene expression over the entire duration of differentiation, called “behaviors”, and to cluster the genes by similarity to the behaviors. We found that only ten behaviors were sufficient to account for the temporal expression patterns of ∼36,000 transcripts and that each behavior was exhibited by hundreds to thousands of genes. Many of the behaviors were pulsatile so that expression was temporally restricted to periods ranging from 8 hours to 3 days. Gene ontology (GO) analysis showed that each behavior is enriched in specific physiological processes so that information is transferred in a characteristic order culminating in the upregulation of genes that determine terminal myeloid phenotypes at 80h. We also document two sharp transitions during differentiation, at 8h and 80h, when the global transcriptomic state changes quite suddenly. The first transition is shown to be associated with the initiation of metabolic remodeling and the second with the upregulation of myeloid phenotypic genes. Our analysis shows that information is transferred in successive cascading waves of gene expression during differentiation, punctuated by sharp transitions, each wave remodeling different aspects of the cells’ physiology in a characteristic order.

## Results

### Differentiation reprograms PUER cells toward states resembling *in vivo* bone-marrow myeloid cells

PUER cells were isolated nearly three decades ago from the bone marrow of PU.1^−/−^ mice and resemble macrophages and neutrophils morphologically, and in the expression of select markers, when differentiated [3,7,14]. 

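PUER cells are a myeloid progenitor line from PU.1-null mice that carries PU.1 fused to the ligand-binding domain of the estrogen receptor, so that PU.1 becomes active when OHT is added. RNA from undifferentiated cells in IL3 (3 libraries, the start of both time courses), from cells after the GCSF pre-treatment (GCSF 0h, 3 libraries), from 27 time points after OHT addition in GCSF (78 libraries) and from 27 time points after OHT addition in IL3 (81 libraries) was sequenced. Of the 56 combinations of condition and time point, 53 had 3 replicates, and GCSF-OHT 96h, 112h and 152h had 2. By the paper's methods each time point had a culture plate of its own. Differences between time points therefore include any between plates, and the SDs and p-values here do not measure a spread between plates. The authors quantified transcripts with Salmon against GRCm38 and normalized the counts by DESeq2's median of ratios, and the normalized counts of 36255 genes were the starting point here. In every library the nonzero values were whole multiples of the value of 1 read, so the reads behind each value were recovered. Between 14600246 and 33147945 reads per library were counted on genes (median 21960878): 17754586 to 22781440 in undifferentiated cells (median 19687389), 20911551 to 21736141 at GCSF 0h (median 21088025), 14600246 to 33147945 in GCSF-OHT (median 22108850.5) and 14610629 to 31942676 in IL3-OHT (median 22111003). All values here rest on the reads counted on genes. At this depth 3 reads, taken as the smallest count that can be told from 0, correspond to a normalized count of 1.96 to 5.51, a floor that covers counting error only. IL3-OHT 96h and 144h were left out of the comparisons unless stated, as the authors did. Genes with a normalized count of at least 5 in at least 1 of the other libraries numbered 17414. Differential expression was tested by limma's moderated test with a mean-variance trend on log2(normalized count + 1), and a gene was called a DEG at an adjusted p (Benjamini-Hochberg) under 0.05 and an absolute log2 fold change over 0.58, the paper's thresholds.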

The bulk RNA-Seq data reported here, along with publicly available single-cell RNA-Seq (scRNA-Seq) datasets, presented an opportunity to quantitatively compare the transcriptomic state of differentiating PUER cells to those developing *in vivo*.

We chose an scRNA-Seq dataset of about 5,000 Kit+ mouse bone-marrow (BM) progenitors [16] to compare with the PUER data. The two datasets were acquired completely independently using starkly different experimental methodologies and a direct comparison is not possible. We registered the two datasets to each other by removing batch effects using MNNCorrect [17] treating each PUER sample as if it were a single cell (see Methods). Euclidean distance after cosine normalization of the genome-wide gene expression vectors [17] was used as a measure of the dissimilarity of transcriptomic state between samples or cells. 

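Distances within the PUER dataset were computed as Euclidean distances between libraries on cosine-normalized values, with GCSF-OHT 88h as the reference time point. The mean distance of undifferentiated cells to GCSF-OHT 88h was 0.936 ± 6.37e-04 (SD, n = 3 libraries). It was 0.765 ± 0.00727 (SD, n = 3) at GCSF 0h, 0.374 ± 0.0121 (SD, n = 3) at 12h and 0.0709 ± 0.0131 (SD, n = 3) at 80h, and by 168h it had risen to 0.363 ± 0.0161 (SD, n = 3). In IL3 conditions the distance was largest at 2h, 0.940 ± 0.00114 (SD, n = 3), and smallest at 72h, 0.410 ± 0.00852 (SD, n = 3). The 3 libraries of GCSF-OHT 88h lay 0.0454 from one another on average. The alternative that moved the order of the distances most was taking log2(normalized count + 1) before the cosine normalization: Spearman's rho between the distance and the hours from 88h over the IL3 time points, which are not independent of one another, went from 0.756 to 0.663.

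**Figure D1:**
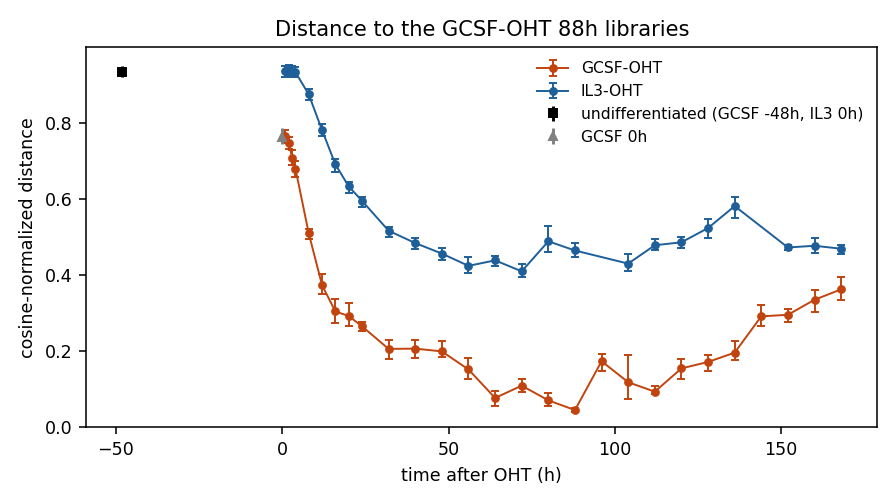
Mean distance of each time point's libraries to those of GCSF-OHT 88h against hours after OHT addition, on cosine-normalized values without units. Points are means, bars span the library pairs, and undifferentiated cells are drawn at -48h.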

Prior to batch correction, PUER samples are equidistant from all the different BM cell types even though the distances gradually increase with time within the PUER dataset (Fig 1B). This suggests that PUER samples are very distant from BM cells, potentially due to batch effects. After batch correction, the distances between PUER samples and BM cells vary over the same range as the distances between different PUER samples (Fig 1C), so that many PUER samples are closer to BM cells than they are to other PUER samples.

After batch correction, BM cells are among the 10 nearest neighbors of many, but not all, differentiated PUER samples (Fig 1C). Tusi et al. [16] used cell-fate specific gene expression signatures to assign each cell a probability to developing a particular cell fate. 88h after OHT induction in GCSF conditions (neutrophil differentiation) PUER samples are closest to BM cells with neutrophil probability greater than 0.8. Reflecting the hierarchical cell-fate relationships during hematopoiesis, the next closest cells are BM macrophages, followed by BM basophils, BM lymphocytes, and the most distant are BM erythrocytes.

We utilized SPRING plots [20], force-directed layouts of k-nearest neighbor (KNN) graphs of cells or samples, to visualize the overall relationship of differentiating PUER cells to BM cells. In the SPRING layout, differentiating PUER samples are placed at varying distances from the BM cells (Fig 1D). If the BM cells having more than 80% probability of achieving a particular fate are annotated, the PUER samples are closest to the macrophage/neutrophil junction, with GCSF-OHT PUER cells closest to BM neutrophils and IL3-OHT PUER cells closest to BM macrophages (Fig 1E). When the plot is annotated with measures of cell differentiation, time for PUER samples and fate probability for BM neutrophils (Fig 1F) or BM macrophages (Fig 1G), the undifferentiated and early time point PUER samples are the most distant from BM cells. PUER cells progressively approach BM cells at later time points. Furthermore, PUER cells approach BM cells having a neutrophil probability close to 1 during neutrophil differentiation and BM cells having macrophage probability >0.6 during macrophage differentiation.

The changes in global transcriptomic state are reflected in the expression patterns of the major known cell-fate markers and TFs [3,4,15,16,21]. The stem/progenitor genes *Kit*, *Flt3*, *Gata2*, *Sox4*, *Meis1*, *Mpl*, and *Mecom* are either downregulated or expressed at very low levels during PUER differentiation (S6 and S7 Figs). 

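The log2 fold change of *Sox4* between undifferentiated cells and 168h was -3.63 (standard error 0.11, adjusted p = 4.15e-59) in GCSF conditions and -2.29 (standard error 0.11, adjusted p = 1.20e-39) in IL3 conditions, from a normalized count of 7767 ± 655 (SD, n = 3) to 625 ± 53.7 (SD, n = 3) and 1587 ± 116.7 (SD, n = 3). *Kit* (ENSMUSG00000005672, chromosome 5 from 75574916 to 75656722 of GRCm38) changed by -0.84 in GCSF and -1.63 in IL3 on the log2 scale, *Flt3* by -3.04 in GCSF and -3.12 in IL3 and *Gata2* by -2.36 in GCSF and -2.42 in IL3. *Flt3* had no more than 10 reads in any GCSF-OHT 168h library and 5 in any IL3-OHT 168h library, and *Gata2* started from 15.7 ± 2.52 (SD, n = 3) normalized counts. *Meis1* and *Mecom* had 3 reads or fewer in every library of undifferentiated cells and of 168h, so no fold change is given for them. Of 35 marker genes and TFs named in the paper and tested, 25 were DEGs between undifferentiated cells and 168h in GCSF (26 with p adjusted over these 35 genes alone) and 26 in IL3 under either adjustment. For these low counts the pseudocount was the setting that moved the fold change most, and with a pseudocount of 5 *Gata2* changed by -1.44 in GCSF.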

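*Ly6a* (ENSMUSG00000075602, chromosome 15 from 74994877 to 74998031 of GRCm38) had a normalized count of 16.7 ± 12.8 (SD, n = 3) in undifferentiated cells. In GCSF it reached its highest mean at 72h, 139.7 ± 51.9 (SD, n = 3), and stood at 54.4 ± 19.1 (SD, n = 3) at 168h, a log2 fold change of 1.82 (standard error 0.32, adjusted p = 4.61e-07) against undifferentiated cells. In IL3 the highest mean was at 32h, 66.9 ± 15.3 (SD, n = 3), and the count at 168h was 19.8 ± 9.28 (SD, n = 3), with a log2 fold change of 0.36 (standard error 0.32, adjusted p = 0.381) against undifferentiated cells.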

The sole exception is *Ly6a*, which is transiently upregulated before being downregulated. Markers that are expressed transiently along the neutrophil lineage in BM cells, *Ltf*, *Mpo*, *Elane*, *Gstm1*, *Prtn3*, and *Ctsg*, do the same during PUER neutrophil differentiation, while those expressed in the most mature BM neutrophils, *Lcn2*, *S100a8/9*, *Lyz2*, and *Fcgr3*, achieve their highest expression at the end of PUER differentiation (S8 Fig). 

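In GCSF conditions, expression at 80h to 128h was set against that at 152h to 168h. By this measure *Mpo* (ENSMUSG00000009350, chromosome 11 from 87793581 to 87804413) was higher in the earlier window by 1.27 (standard error 0.05, adjusted p = 3.26e-42) on the log2 scale, *Ltf* by 0.90, *Elane* by 0.87, *Ctsg* by 0.75 and *Prtn3* by 0.57, the last below the threshold of 0.58, while *Gstm1* differed by 0.20. *Mpo* peaked at 80h with a normalized count of 70881 ± 10114 (SD, n = 3) and stood at 17018 ± 2119.6 (SD, n = 3) at 168h. *Ctsg* peaked at 1h and *Prtn3* at 12h. *Gstm1* was highest at GCSF 0h, before OHT, and its difference between 12h to 72h and the end, -0.04, became 0.04 with upper-quartile scaling. Of the other markers, *Lcn2* and *Lyz2* had their highest means at 168h, *Lcn2* with 125149 ± 4772 (SD, n = 3) normalized counts. *S100a9* had means of 278298 ± 13149.9 (SD, n = 2) at 96h and 278296 ± 11689 (SD, n = 3) at 168h, a difference within the SD of the 168h replicates. *S100a8* was highest at 96h with 196237 ± 13979 (SD, n = 2), against 190483 ± 6372 (SD, n = 3) at 168h. *Fcgr3* was highest at 144h with 3086 ± 108.5 (SD, n = 3), against 2887 ± 104.1 (SD, n = 3) at 168h.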

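The neutrophil TFs *Gfi1*, *Cebpa*, *Cebpe* and *Per3* were compared between GCSF-OHT and IL3-OHT over the mean of the 25 time points that both conditions share. *Gfi1* (ENSMUSG00000029275, chromosome 5 from 107716657 to 107726036) was higher in GCSF by 1.09 (standard error 0.01, adjusted p = 5.04e-105) on the log2 scale, *Per3* by 0.89 (standard error 0.01, adjusted p = 2.42e-89), *Cebpe* by 0.75 (standard error 0.02, adjusted p = 3.66e-64) and *Cebpa* by 0.71 (standard error 0.03, adjusted p = 9.79e-52). The normalized count of *Gfi1* went from 1034 ± 20.3 (SD, n = 3) in undifferentiated cells to 9116 ± 673 (SD, n = 3) at GCSF 0h, its highest mean in GCSF, and was 3170.2 ± 51.5 (SD, n = 3) at 168h. *Cebpa* was also highest at GCSF 0h, with 28335 ± 352 (SD, n = 3). *Cebpe* and *Per3* peaked at 80h, with 2761 ± 262 (SD, n = 3) and 1339 ± 39.0 (SD, n = 3) normalized counts, and at 168h *Cebpe* had 1198 ± 95.3 (SD, n = 3). All 4 were called under each of the 7 alternatives tried for this contrast.

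**Figure D2:**
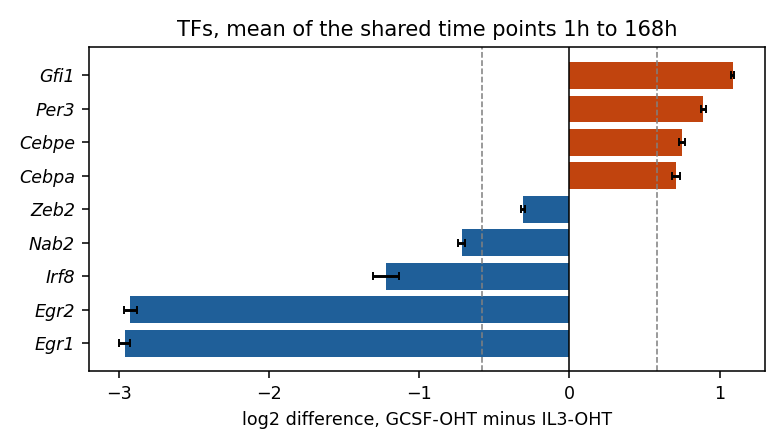
Log2 fold change of TFs between GCSF-OHT and IL3-OHT over the mean of the 25 shared time points, with bars showing the standard error. Values over 0 are higher in GCSF, and the dashed lines mark an absolute log2 fold change of 0.58.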

Key neutrophil TFs, which are expressed transiently along the neutrophil lineage in BM cells are upregulated transiently in response to GCSF treatment of PUER cells and are expressed at higher levels than in macrophage conditions (S9 Fig). Among macrophage/monocyte markers, *Ly6c2*, *Ccr2*, *F13a1*, *Slpi*, *Adgre1* (F4/80), and *Csf1r*, are all expressed during macrophage differentiation, although the last is expressed at relatively low levels. 

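At IL3-OHT 168h the normalized count of *Ly6c2* was 14436 ± 1159.9 (SD, n = 3), of *Ccr2* 1667 ± 183.1 (SD, n = 3), of *F13a1* 286 ± 49.1 (SD, n = 3), of *Slpi* 41855 ± 628 (SD, n = 3) and of *Adgre1* 334 ± 26.1 (SD, n = 3). *Csf1r* (ENSMUSG00000024621, chromosome 18 from 61100598 to 61132149) had a highest mean of 18.1 ± 4.53 (SD, n = 3), at 48h, and 4.91 ± 1.55 (SD, n = 3) at 168h.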

In IL3 conditions, these markers are either upregulated immediately upon OHT treatment or transiently downregulated before being upregulated. 

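Between undifferentiated cells and IL3-OHT 168h, *Ccr2* (ENSMUSG00000049103, chromosome 9 from 124101950 to 124113557) rose by 5.17 (standard error 0.15, adjusted p = 2.34e-60) and *Adgre1* by 5.20 (standard error 0.25, adjusted p = 5.79e-39) on the log2 scale. *F13a1* changed by -1.05 (standard error 0.12, adjusted p = 4.01e-13) over the same interval, after a low of 235 ± 15.5 (SD, n = 3) normalized counts at 4h and a high of 1225 ± 89.5 (SD, n = 3) at 32h. *Ly6c2* changed by -0.61 from a start of 22042 ± 1460.3 (SD, n = 3), with its low of 13048 ± 1087 (SD, n = 3) at 12h. The change of *Slpi*, 0.11, was not past the threshold, and its low was 23874 ± 2325 (SD, n = 3) at 20h. *Csf1r* changed by -0.72, with its lowest mean at 2h. Without replicate 1 the change of *Ly6c2* was -0.53 (adjusted p = 4.06e-05), below the fold-change threshold.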

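In GCSF conditions, *Ccr2* reached 3225 ± 503 (SD, n = 3) normalized counts at 168h, a log2 fold change of 6.12 against undifferentiated cells. *Adgre1* reached 255 ± 81.8 (SD, n = 3), a change of 4.76. *F13a1* peaked at 16h with 2946 ± 478 (SD, n = 3) and *Csf1r* at 56h with 42.0 ± 13.2 (SD, n = 3). *Slpi* changed by -1.11 and *Ly6c2* by -1.07 between undifferentiated cells and 168h. The OHT effect at 168h, taken from the start of OHT treatment in each condition, differed between GCSF and IL3 for *Slpi* by -0.65 on the log2 scale (adjusted p = 7.60e-07, limma interaction term). Since *Csf1r* had no more than 3 reads in any GCSF 0h library, its rise to GCSF-OHT 168h is given as a lower bound, at least 4.58-fold.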

Interestingly, although these genes are regarded as monocyte markers, they exhibit similar expression patterns in GCSF conditions in PUER cells and are also expressed in neutrophil lineage cells in BM. While the macrophage markers *Itgam* (Cd11b) and *Mmp12* are upregulated in response to OHT treatment of PUER cells, they are not expressed in the monocyte lineage cells in BM, perhaps reflecting the relatively immature state of Kit + BM cells (S10 Fig). 

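*Itgam* rose from 576 ± 21.0 (SD, n = 3) normalized counts in undifferentiated cells to 7612 ± 334 (SD, n = 3) at IL3-OHT 168h and 4154 ± 75.3 (SD, n = 3) at GCSF-OHT 168h, log2 fold changes of 3.72 (standard error 0.06, adjusted p = 3.78e-84) and 2.85 (standard error 0.06, adjusted p = 1.75e-72). *Mmp12* rose from 5.96 ± 2.65 (SD, n = 3) to 82.4 ± 10.0 (SD, n = 3) in IL3, a change of 3.66 (standard error 0.44, adjusted p = 1.39e-12), with its highest mean, 116.03 ± 32.0 (SD, n = 3), at 32h. In GCSF it was 12.1 ± 4.38 (SD, n = 3) at 168h, and the change of 0.95 was not past the threshold (adjusted p = 0.0515). All 3 GCSF 0h libraries had 3 reads or fewer of *Mmp12*.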

Finally, among the TFs implicated in macrophage differentiation, *Egr1*, *Egr2*, *Nab2*, *Zeb2*, and *Irf8* [3,4,22] are expressed in PUER cells and are upregulated relative to GCSF conditions in response to OHT treatment. However, *Irf8* is expressed at low levels and *Klf4* is undetectable, suggesting that macrophage differentiation in PUER cells occurs independently of the *Irf8*/ *Klf4* axis (S11 Fig).

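Over the 25 shared time points the log2 fold change of GCSF-OHT against IL3-OHT was -2.96 (standard error 0.04, adjusted p = 4.86e-101) for *Egr1* (ENSMUSG00000038418, chromosome 18 from 34859823 to 34864984), -2.92 (standard error 0.04, adjusted p = 2.04e-90) for *Egr2*, -1.22 (standard error 0.08, adjusted p = 5.54e-27) for *Irf8*, -0.72 (standard error 0.02, adjusted p = 8.29e-55) for *Nab2* and -0.31 (standard error 0.01, adjusted p = 2.40e-41) for *Zeb2*. The last lay below the fold-change threshold in every alternative, and the other 4 genes passed it in each. Between undifferentiated cells and 168h, *Egr1* changed by -1.40 in GCSF and 1.33 in IL3 on the log2 scale, *Egr2* by -2.21 in GCSF and 1.11 in IL3 and *Nab2* by -1.41 in GCSF and -0.58 in IL3. *Egr1* at 168h had 7464 ± 928 (SD, n = 3) normalized counts in IL3 and 1122 ± 155.1 (SD, n = 3) in GCSF, against 2944 ± 81.4 (SD, n = 3) in undifferentiated cells.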

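The mean normalized count of *Irf8* (ENSMUSG00000041515, chromosome 8 from 120736358 to 120756694) lay between 2.74 at GCSF 0h and 31.8 at IL3-OHT 120h. Between undifferentiated cells and IL3-OHT 168h it rose by 2.27 (standard error 0.42, adjusted p = 1.40e-06) on the log2 scale, to 27.7 ± 0.521 (SD, n = 3). *Klf4* (ENSMUSG00000003032, chromosome 4 from 55527143 to 55532466) had no more than 2 reads in any library, below the floor of 3 reads.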

These interrelationships between differentiating PUER cells *in vitro* and mouse BM cells developing *in vivo* support three conclusions. First, undifferentiated PUER samples are distant in their transcriptomic state from any BM cell, including progenitors. This can be understood to be a consequence of undifferentiated PUER cells being PU.1^−/−^ mutants. Second, upon OHT induction, which rescues the PU.1^−/−^ mutant, PUER cells approach BM cells in their transcriptomic state and in the expression of key markers and cell-fate genes. Third, differentiated PUER neutrophils and macrophages are closer in their transcriptomic state to neutrophils and macrophages developing *in vivo* respectively than to any other BM cell type. The differentiation of PUER cells can thus be seen as the reprogramming of cells from a mutant state to one very close to wildtype BM myeloid cells.

### PUER cells retain macrophage potential after GCSF pre-treatment

Given that reprogramming PUER cells into neutrophils requires the step-wise application of two treatments, GCSF and OHT, we wondered which of the two steps commits the cells to a neutrophil fate. We tested the fate potential of GCSF-pre-treated cells by switching them back to IL3 just prior to OHT induction and profiled their morphology (S12 Fig) and Cd117 (Kit), Cd11b, and Cx3cr1 expression (S13 Fig) after 96 hours. The distributions of cellular morphology and cell-surface marker expression of the switched cells were indistinguishable from those of 96h IL3-OHT cells. It is possible that the population retaining monocyte potential after GCSF pre-treatment and generating monocytes upon switching to IL3 is a small proportion of the total, while the majority of the cells are irreversibility committed to the neutrophil fate. In such a scenario, one would expect the latter population to die, resulting in low viability. The viability of the switched cells at 96h was 93%, similar to that of 96h IL3-OHT cells, suggesting that this is not the case. While conclusively establishing whether individual cells remain bipotential after GCSF pre-treatment would require single-cell lineage tracing, the switch experiment supports the view that the effects of GCSF pre-treatment are reversible and that it is PU.1 induction by OHT treatment that commits PUER cells to their fate.

### Global changes in the gene expression landscape during myeloid differentiation

As a first step we sought to uncover temporal patterns of changes in genome-wide gene expression. We computed Pearson correlation of genome-wide gene expression between all pairs of time points (Fig 2A and 2B). As one would expect, the correlation coefficient is higher for nearby time points and reduces as the difference between the time points increases. 

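Pearson's r between time points was computed across genes on normalized counts averaged over replicates, after each gene had been brought to zero mean and unit variance. The genes are not independent replicates, so no p is given. Consecutive time points had r between 0.542 (4h and 8h) and 0.841 (3h and 4h) after the start of OHT treatment in GCSF, and between 0.393 (48h and 56h) and 0.874 (3h and 4h) in IL3. Undifferentiated cells and 168h had r = -0.260 in GCSF and 0.15001 in IL3. The choice that moved r most was to correlate log2(normalized count + 1) without centring, under which even the low r between IL3-OHT 2h and 16h became 0.972.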

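Undifferentiated cells and GCSF 0h had r = -0.0507, and r stayed between -0.0762 and -0.0252 with 1 library of each left out. Over the 9 pairs of single libraries the mean r was -0.0417 ± 0.0351 (SD). No other pair of consecutive time points had a lower r in either condition.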

The largest effect is that of GCSF pre-treatment (−48h vs. 0h; Fig 2A), which can be understood as the result of the large time difference of 48 hours and the important role that GCSF plays in the growth and maturation of hematopoietic cells [23].

**Fig 2:**
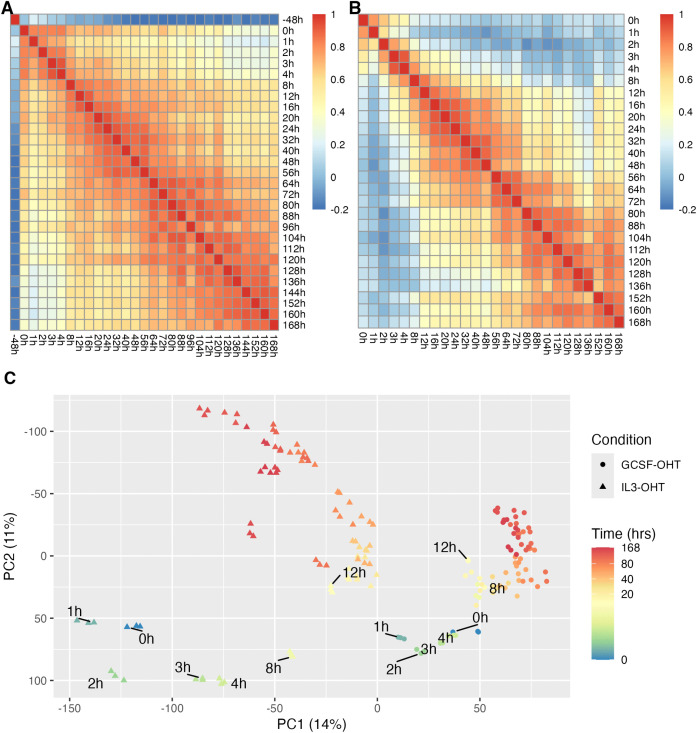
PUER cell differentiation is punctuated by two sharp transitions. **A,B**. Pearson correlation coefficient between genome-wide gene expression at each pair of time points in GCSF (**A**) or IL3 (**B**) conditions during PUER differentiation (Fig 1A) is plotted as a heatmap. **C**. Principal components analysis of all the samples. Gene expression was standardized to have zero mean and unit variance. The samples are plotted along the first two principal components, PC1 and PC2, that account for 25% of the total variance.

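In IL3 conditions the mean r among the 6 time points before 12h was 0.505, the mean r among the 20 time points from 12h onwards was 0.309, and the mean r between these groups was -0.0200. The highest r between the groups was that of 8h and 12h. The border between an early and a late group was also moved to the other positions from 1h and 2h to 152h and 160h. The mean r within groups exceeded that between groups by 0.343 with the border between 8h and 12h and by 0.419, the largest value, with the border between 48h and 56h.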

Unexpectedly, we found that time points could be divided into at least two groups, early (<12 hours) and late (≥12 hours), so that timepoints have much higher correlation within each group than to timepoints from the other group. This is most easily discerned in the macrophage differentiation in IL3 conditions (Fig 2B). For example, the 16h timepoint has very low correlation, 0 ≥ *r* < 0.2, with the 2h timepoint in the early group, occurring only 14 hours earlier, but has very high correlation, *r* > 0.8, with the similarly spaced 32h timepoint in the late group. 

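For IL3-OHT, r between 2h and 16h was 0.0610 (0.0476 ± 0.0211, SD over the 9 pairs of libraries) and r between 16h and 32h was 0.604 (0.431 ± 0.0350, SD over 9 pairs). With each gene scaled to a maximum of 1 in place of zero mean and unit variance, these values were 0.533 and 0.915.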

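For GCSF-OHT, r was 0.221 between 2h and 16h and 0.507 between 16h and 32h. The 5 time points from 1h to 8h had a mean r of 0.543 with one another, the 22 time points from 12h onwards a mean r of 0.417, and the mean r between the groups was 0.0808. A border between 8h and 12h gave a difference of 0.336 between the mean r within and between groups. A border between 48h and 56h gave 0.356, the largest of the positions tried.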

Although post-OHT timepoints have higher correlation overall, a similar pattern is discernible in the GCSF condition. That the differentiation can be divided into two phases suggests that there is a large-scale transition in genome-wide gene expression patterns occurring around 8−12 hours.

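Between IL3-OHT 4h and 8h r was 0.687, between 8h and 12h it was 0.748 and between 12h and 16h it was 0.696. Apart from the step from 48h to 56h, where r was lowest in IL3, the lowest values were those from 136h to 152h (0.505) and from 72h to 80h (0.541). In GCSF, r was 0.570 between 8h and 12h and 0.566 between 88h and 96h.

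**Figure D3:**
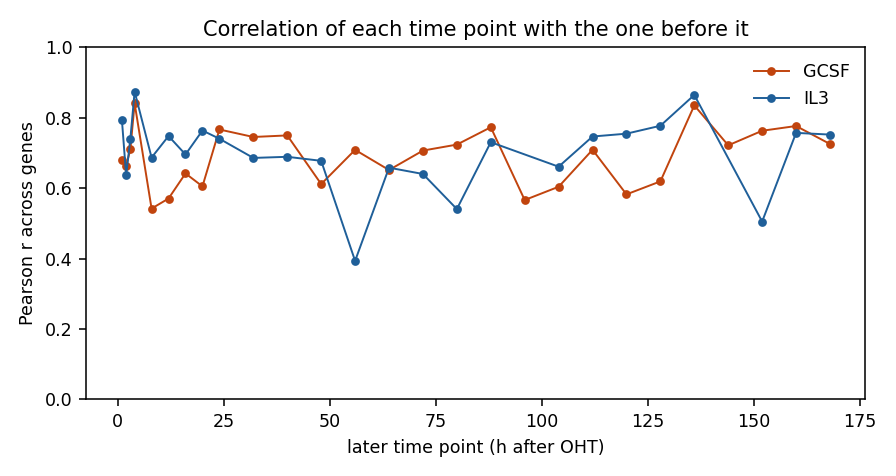
Pearson's r across genes between consecutive time points, on values with zero mean and unit variance per gene, for GCSF and IL3 conditions. The lowest point drawn is the IL3 step from 48h to 56h. The step from undifferentiated cells to GCSF 0h is left out of the plot.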

We further characterized the global patterns of gene expression time evolution using principal component analysis (PCA) (Fig 2C). 

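A principal component analysis of the normalized counts of the genes that passed the filter, each gene brought to zero mean and unit variance, put 21.4% of the variance on PC1 and 17.0% on PC2, 38.4% together. PC3 carried 9.08% and PC4 5.53%. The setting that moved the share of PC1 and PC2 most was one chosen after the values had been seen, centring the genes without scaling them, with 91.3%. Among the settings chosen beforehand it was the restriction to genes with a mean normalized count of at least 10, with 47.9%.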

The first two principal component axes accounted for 25% of the total variance in the data, hinting that there are two main effects and that the two-dimensional space is a good approximation to the high-dimensional gene expression space.

The GCSF and IL3 conditions follow distinct differentiation trajectories and are separated by a large shift along the PC1 axis, occurring during the GCSF pre-treatment, which implies that the first principal component corresponds to the effect of GCSF. 

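The PC1 scores of the 3 undifferentiated libraries were -103.6, -99.8 and -97.9, and those of the 3 GCSF 0h libraries were 43.2, 54.9 and 54.7. The pre-treatment thus moved the mean score by 151.4 on PC1 and by 22.9 on PC2. After OHT addition the lowest PC1 score of any GCSF-OHT library was 18.4, at 1h, and the highest of any IL3-OHT library was -5.75, at 24h.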

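The PC2 scores of the IL3-OHT libraries were -75.9, -76.7 and -75.8 at 1h, -100.5, -99.3 and -96.5 at 8h, -39.3, -44.4 and -42.3 at 12h and 51.3, 47.5 and 47.8 at 168h. For GCSF-OHT they were -61.9, -61.8 and -62.96 at 1h and 23.1, 19.7 and 17.0 at 168h. From 0h to 8h PC2 thus fell in IL3 before it rose.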

In both the GCSF and IL3 conditions, the trajectories move along the PC2 axis after OHT addition at 0h, suggesting that the second principal component corresponds to the effect of PU.1 and time. The displacement between the 8h and 12h IL3 time points is the second largest after that of GCSF pre-treatment, which implies a very large rate of change in genome-wide gene expression given that it occurs in only 4 hours compared to the 48 hour duration of GCSF pre-treatment. 

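The displacement in the plane of PC1 and PC2 between IL3-OHT 8h and 12h was 57.4 ± 2.66 (SD over 9 pairs of libraries), or 14.4 per hour. That of the GCSF pre-treatment was 153.1 ± 6.49, or 3.19 per hour. The step from 136h to 152h in IL3, which spans the excluded 144h, measured 60.0 ± 3.45, a difference from the 8h to 12h step of less than 1 SD. Per hour, the largest displacement was that of IL3-OHT 1h to 2h, 48.2. Over 7 alternatives the displacement from 8h to 12h lay between 55.4 and 58.6.

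**Figure D4:**
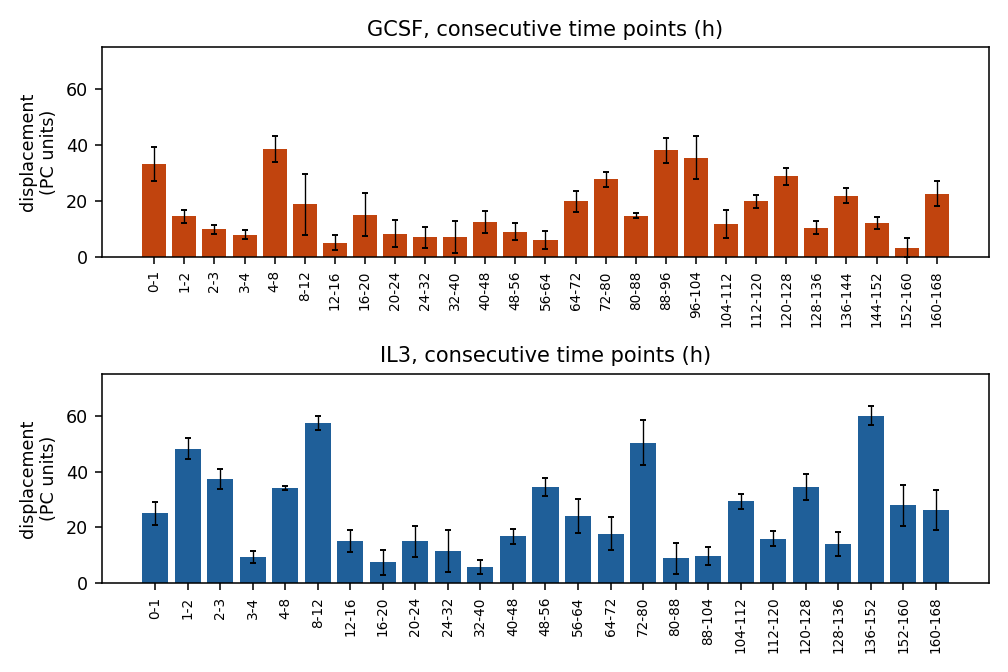
Displacement between consecutive time points in the plane of PC1 and PC2 against the later time point, for GCSF and IL3 conditions, with bars showing the SD of the distances between pairs of libraries. The GCSF pre-treatment is left out of the plot.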

Similar but smaller jumps are observed between the 4h and 8h GCSF and the 72h and 80h IL3 time points, while there is a sharp reversal of the direction of movement at the 136h IL3 timepoint. These jumps corroborate the inference drawn from the Pearson correlation analysis (Fig 2A,B) that there is a large-scale transition in the pattern of genome-wide gene expression around 8−12 hours after OHT induction, and indicate that there are other such transitions occurring at later stages of the differentiation as well.

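GCSF-OHT 4h and 8h lay 38.6 ± 4.802 apart (SD over 9 pairs), and IL3-OHT 72h and 80h lay 50.3 ± 8.06 apart, with a change of -27.3 on PC1 and 42.3 on PC2. In IL3, PC1 changed by -27.6 from 120h to 128h and by -13.9 from 128h to 136h, and PC2 by 20.7 and 1.88. From 136h to 152h PC1 changed by 43.2 and PC2 by -41.7. The distance between GCSF-OHT 88h and 96h, 38.1, was close to that between 4h and 8h.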

### Diversity of temporal patterns of transient gene expression

In order to gain insight into the genome-wide transitions occurring during the course of differentiation we next analyzed the temporal patterns of the expression of individual genes. We enriched for genes likely to be regulated during the differentiation process by first identifying genes expressed differentially between the end points, undifferentiated PUER cells, −48h GCSF or 0h IL3, and 7-day OHT treated samples, 168h GCSF or IL3 (Fig 3A and 3D). 

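Between undifferentiated cells and GCSF-OHT 168h, 2705 genes were up and 4102 down, and between undifferentiated cells and IL3-OHT 168h, 1782 were up and 2641 down. With upper-quartile scaling the first comparison had 2185 up and 4782 down. Among genes with a mean normalized count of at least 50 in 1 of the groups and no overlap between the groups' libraries, *Pirb* had one of the largest rises in GCSF, a log2 fold change of 9.61 (standard error 0.14, adjusted p = 2.09e-90), from 13.8 ± 9.60 to 10159.9 ± 517 normalized counts (SD, n = 3 each). *Gm5150*, which was listed at 0 in undifferentiated cells, reached 1012 ± 149.6 (SD, n = 3). *Iglon5* had one of the largest falls, -7.22 (standard error 0.35, adjusted p = 6.10e-39), from 1222 ± 92.4 to 7.72 ± 3.31 normalized counts (SD, n = 3 each). In IL3, *Clec4a2* was among the largest rises, with 8.01 (standard error 0.27, adjusted p = 1.19e-52), from 2.86 ± 3.35 to 743 ± 154.6 normalized counts (SD, n = 3 each).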

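The DEGs between the endpoints in GCSF numbered 6807, or 39.1% of the genes tested, and those in IL3 4423, or 25.4%. Over 12 alternatives these counts ran from 5288 to 7087 in GCSF and from 3432 to 4746 in IL3. The percentages depend on the genes taken as tested, and without a filter on low values they were 25.3% and 16.9%.

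**Figure D5:**
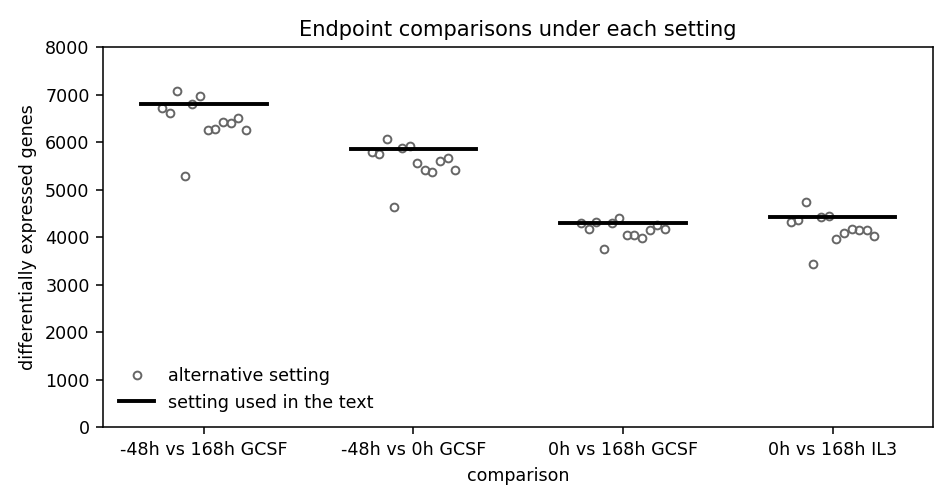
Number of DEGs in the 4 endpoint comparisons under 12 alternative settings (circles) and under the setting used in the text (black line). Undifferentiated cells against GCSF-OHT 168h has the highest count in the text's setting, 6807.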

43% and 27% of genes were differentially expressed between the end points in GCSF and IL3 conditions respectively. The neutrophil differentiation is the compounded effect of GCSF and OHT treatments and one may discern between the two by identifying genes differentially expressed because of GCSF pre-treatment, by comparing −48h samples to 0h GCSF samples, and those differentially expressed before and after 7 days of OHT treatment, by comparing 0h to 168h GCSF samples (Fig 3B and 3C). Consistent with both the correlation analysis and PCA, more genes are differentially expressed due to GCSF pre-treatment (37%) than due to OHT treatment (29%), even though the latter is conducted over a larger time interval. 

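The pre-treatment, undifferentiated cells against GCSF 0h, gave 5861 DEGs (33.7% of the genes tested), or 122.1 per hour. OHT treatment in GCSF, 0h against 168h, gave 4310 DEGs (24.8%), of which 2110 were up and 2200 down, or 25.7 per hour. In each of the 12 alternatives the pre-treatment gave more DEGs than OHT treatment, with 4643 to 6075 against 3746 to 4397.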

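Overlap was measured against all genes tested. The odds of being down between the GCSF endpoints were 12.0 times as high for genes down between the IL3 endpoints as for other genes, of which 15.5% were down in GCSF. For upregulated genes the odds ratio was 11.9, and 10.6% of the other genes were up. Both comparisons share the undifferentiated libraries, so the changes in GCSF and IL3 are not independent.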

There is significant overlap in the genes differentially expressed in the two conditions. 

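Of the genes down between undifferentiated cells and IL3-OHT 168h, 1815, or 68.7%, were also down at GCSF-OHT 168h, with a range of 63.6% to 72.9% over the alternatives.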

Of the 2,029 genes downregulated between 0h and 168h in IL3 conditions 1,370 (68%) are also downregulated between −48h and 168h in GCSF conditions (Fig 3E). Similarly 61% of the genes upregulated between the IL3 endpoints are also upregulated between the GCSF endpoints (Fig 3F).

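Here, 1045 of the genes up in IL3, or 58.6%, were also up in GCSF (53.0% to 62.0% over the alternatives).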

**Fig 3:**
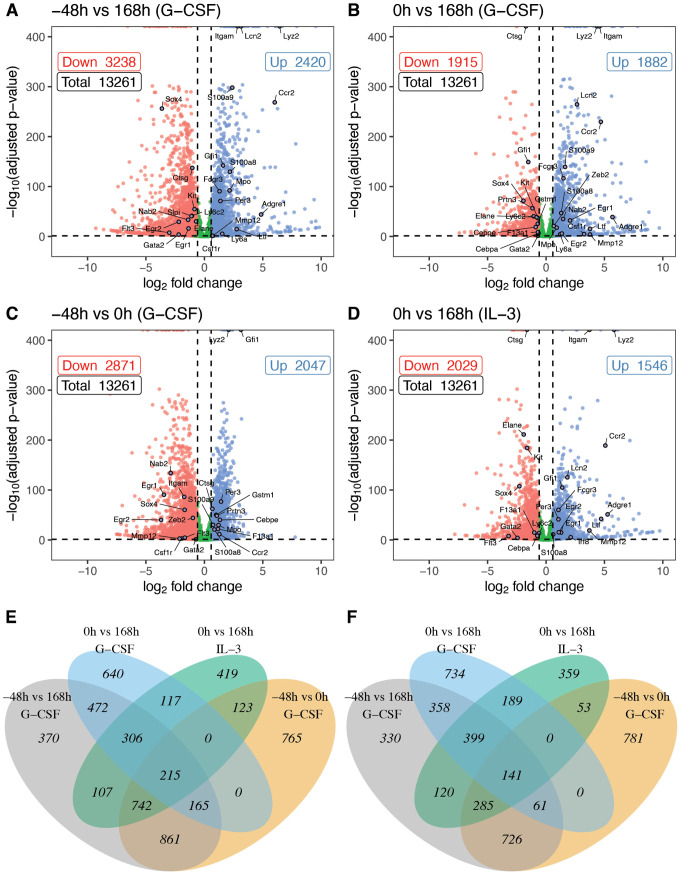
The identification of genes expressed differentially between the endpoints of the differentiation. Gene expressed differentially between the endpoints of PUER differentiation (Fig 1A). **A–D**. Scatter plots of *p*-value vs. fold change for all the genes. The *p*-value and fold change thresholds used to identify DEGs (see Methods) are shown as horizontal and vertical dashed lines respectively. Key differentially expressed lineage markers and TFs have been annotated. **E–F**. Venn diagrams showing the intersection of the different sets of DEGs identified in this analysis. **A**. Comparison of undifferentiated PUER cells (−48h) with cells treated with OHT for 7 days in GCSF conditions (168h). **B**. Comparison of PUER cells pre-treated with GCSF for 48 hours (0h) with cells treated with OHT for 7 days in GCSF conditions (168h). **C**. Comparison of undifferentiated PUER cells (−48h) with those pre-treated with GCSF for 48 hours (0h). **D**. Comparison of undifferentiated PUER cells (−48h) with those treated with OHT for 7 days in IL3 conditions (168h). **E,F**. Overlap of DEGs for selected time points for down-regulated (E) and up-regulated (F) genes.

The temporal expression patterns of the differentially expressed genes are very diverse and show extensive transient regulation, in which expression at the start and end of differentiation is similar but is modulated in the middle (S14 Fig). 

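Each time point was compared with undifferentiated cells. In GCSF, 8744 genes were DEGs at 3 consecutive time points or more, and 2553 of these were not DEGs at 168h. In IL3 the corresponding numbers were 8048 and 3977. Genes that were DEGs at a single time point numbered 1239 in GCSF and 1799 in IL3. The count at 1 time point was highest at 128h in GCSF, 7018, and at 136h in IL3.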

In order to better reveal broader patterns, the genes were clustered hierarchically according to the similarity of their temporal expression patterns. Several patterns are noticeable. Consistent with all the previous analyses, GCSF pre-treatment exerts significant effect on the gene expression, with a large number of genes turning off and a smaller but still sizable group turning on at 0h in the GCSF treatment (S14A Fig). 

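By GCSF 0h, 3600 genes were down and 2261 up against undifferentiated cells. *Gm2274*, listed at 0 in undifferentiated cells, reached 51.9 ± 19.2 normalized counts (SD, n = 3). *Ncf4* was among the largest rises, with 3.56 (standard error 0.19, adjusted p = 2.83e-34), from 16.7 ± 6.81 to 196.01 ± 15.2 normalized counts (SD, n = 3 each). The largest fall was that of *Fosb*, -8.05 (standard error 0.18, adjusted p = 3.79e-70), from 10336 ± 138.5 to 38.1 ± 4.07 normalized counts (SD, n = 3 each).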

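Between IL3-OHT 8h and 12h, 663 genes were up and 436 down. *Atp7b* had one of the largest rises, 2.47 (standard error 0.24, adjusted p = 2.98e-16), from 53.3 ± 7.28 to 299 ± 37.9 normalized counts (SD, n = 3 each), and *Trmt61a* one of the largest falls, -1.57 (standard error 0.12, adjusted p = 4.36e-21), from 1395 ± 80.5 to 469 ± 16.7 normalized counts (SD, n = 3 each). In GCSF, 391 genes were up and 74 down over the same interval.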

Another significant shift in the gene expression occurs around the 8−12h timepoints, when a large number of genes are upregulated and a smaller number of genes are downregulated. Furthermore, the number of genes coordinately regulated in this manner is greater in the IL3 condition than the GCSF condition. 

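Over the 12 alternatives, the step from 8h to 12h gave 918 to 1159 DEGs in IL3 and 160 to 480 in GCSF. From 4h to 8h, 847 genes were up and 987 down in IL3, and 550 were up and 371 down in GCSF.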

Also discernible in the IL3 condition, but less so in the GCSF condition, are several waves of transient gene upregulation and downregulation during the first 8 hours of differentiation, with different groups of genes peaking at different timepoints. 

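In IL3, 489 genes were up and 281 down from 0h to 1h, 1103 up and 1537 down from 1h to 2h, and 535 up and 929 down from 2h to 3h. In GCSF, 699 were up and 354 down from 0h to 1h. Of the genes that were DEGs in any step to 12h, 1477 of 5382 in IL3 (27.4%) and 647 of 2742 in GCSF (23.6%) were up in one step and down in another. *Fosb* was among the largest falls from 1h to 2h in IL3, with a log2 fold change of -3.53, from 18821 ± 777 to 1635 ± 103.4 normalized counts (SD, n = 3 each).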

Finally, a transition at 80h in the IL3 condition when a smaller number of genes are either up- or down-regulated can also be seen. 

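From 72h to 80h in IL3, 420 genes were up and 393 down. Leaving out replicate 1 brought the total to 472, with 231 up and 241 down. In GCSF the same interval gave 283 DEGs.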

To summarize, the temporal gene expression patterns further corroborate the transitions inferred previously, show that the first 8−12 hours of differentiation involve rapid changes in expression, and reveal extensive transient and coordinated regulation of groups of genes.

The above analysis ignores genes that are transiently expressed during differentiation but revert to their original expression by the end and are not identifiable as DEGs between the end points. Focusing only on DEGs between endpoints, therefore, could potentially ignore important aspects of the information transfer process of differentiation. We sought a method to identify and classify genes based on the entire temporal pattern of expression instead of the behavior at the end points. Non-negative matrix factorization (NMF) [24,25] is an unsupervised learning method that simultaneously performs dimensionality reduction and clustering. Given the expression of gene *g* at time *t*, *X*_*gt*_, we used NMF to find *M* gene expression patterns or *behaviors*, *H*_*mt*_, and weights, *W*_*gm*_, so that the expression of the gene is approximated as a weighted sum of the *M* behaviors, $X_{gt}\approx \sum_{m=1}^{M}W_{gm}H_{mt}$. The behaviors and weights were restricted to be non-negative so that a behavior is interpretable as the expression of a metagene. Dimensionality reduction was achieved by choosing the number of behaviors, *M*, to be much smaller than the total number of genes. One important capability of NMF is that it performs automatic feature identification; the behaviors are spatially or temporally restricted and correspond to parts of the overall pattern. NMF applied to photographs of faces, extracts components that correspond to interpretable facial features, such as noses and eyes [24]. NMF on temporal gene expression patterns therefore is expected to identify temporally restricted features such as pulses and oscillations.

We found that the error between successive NMF approximations has a local minimum at *M* = 7 (see Methods; S4 Fig) and chose *M* = 10, with a slightly higher error, to ensure that the full diversity of temporal expression patterns was accounted for. 

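NMF was run here on 36255 transcripts at 55 time points with each transcript's maximum scaled to 1, keeping the best of 20 random starts. The error between successive approximations was computed as in the paper's methods (the Frobenius norm of their difference over the product of the numbers of transcripts and behaviors). It came from a scan from 2 to 14 behaviors with fewer starts per number. The error was 2.55e-04 at M = 5, 2.79e-04 at M = 6, 2.32e-04 at M = 7, 1.51e-04 at M = 8, 1.64e-04 at M = 9 and 1.86e-04 at M = 10. The local minima of the scan were at 5, 8 and 13. The spread of this error over starts was not computed, so these minima cannot be told from differences between starts. The approximation with 10 behaviors held 92.0% of the sum of squares and 49.7% of the variance over time. The behaviors were numbered by their match to the time intervals that the paper describes, and 9 of 10 had a Pearson's r across time points of at least 0.5 with the description. The setting that moved this most among fits with 10 behaviors was a stopping rule of 0.005 in place of 0.05, with 7 of 10.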

NMF was performed on the GCSF and IL3 time points together so that any constraints on gene expression across conditions, such as a gene that is upregulated by GCSF but downregulated by IL3, were reflected in the behaviors (Fig 4 and Table 1). 

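On unscaled values, each of the 10 behaviors was paired with the one on scaled values that it matched best. The mean Pearson's r of these pairs over the time points was 0.703 and the lowest 0.186. For comparison, fits to scaled values with 1 replicate left out had a mean r of 0.791 to 0.813.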

Performing NMF on unscaled data yielded behaviors that were very similar to the ones inferred with maximum gene expression scaled to 1 (S15 Fig) and all subsequent analysis is based on scaled data. 

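Each behavior was scaled to a maximum of 1 over both conditions. Behavior 1 reached at most 0.194 in IL3, behavior 2 0.331 and behavior 4 0.186. In GCSF, behavior 6 reached at most 0.223, behavior 7 0.417, behavior 9 0.488 and behavior 10 0.184. The behaviors did not recur equally in the 19 starts other than the one kept: with r of at least 0.9, behavior 5 recurred in 10 of them, behavior 2 in 2, and behaviors 3 and 9 in 0.

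**Figure D6:**
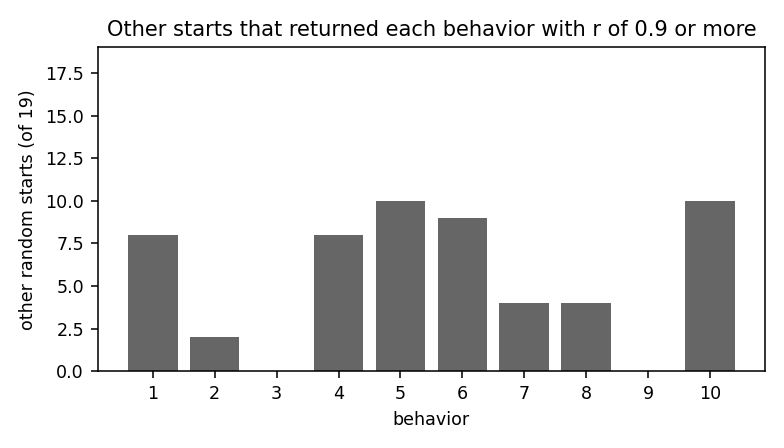
Number of the random starts other than the kept one in which each NMF behavior recurred with a Pearson's r across time points of at least 0.9. Behaviors 3 and 9 recurred in none of them.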

With the exception of three behaviors, 3, 5, and 8, all behaviors showed mutually exclusive expression patterns so that behaviors regulated in the GCSF condition were not regulated in IL3 and vice versa. We may infer, for example, that behavior 6 genes respond to OHT treatment in IL3 but are unaffected in GCSF. In behavior 5, expression is downregulated in both GCSF and IL3 conditions over the first two time points after the initiation of treatment, which occurs 48 hours after substituting GCSF for IL3 in neutrophil differentiation and in the first two hours following OHT addition in macrophage differentiation. 

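The value of behavior 5 was over 0.5 only in undifferentiated cells, the start of both time courses. It went to 0.0773 at GCSF 0h, to 0.158 at IL3-OHT 1h and to 0.00769 at IL3-OHT 2h.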

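Behavior 8 was over 0.5 in IL3 at 6 time points, from 16h to 48h, with its maximum at 48h. In GCSF its maximum was 0.336, at 20h.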

Behavior 8 is a pulse of expression starting around 8h after OHT addition and terminating around 80h in both conditions. Behavior 3 exhibits a pulse of expression from 2h to 48h followed by oscillatory expression lasting to the end of the differentiation.

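Behavior 3 was the one that matched the paper's description least, with r = 0.271. It was over 0.5 at 4 time points in IL3, between 24h and 168h, with its maximum at 152h, and in GCSF from 144h to 168h. Of the transcripts it dominated, 71.2% had a normalized count under 5 in every library. The share was higher only for behavior 9, with 72.7%.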

**Table 1:** Summary of biological processes enriched in the top 500 genes for each behavior. The top 30 enriched terms (S26 Fig–S35 Fig) are summarized. Terms in italics were not in the top 30.

Metagene	Behavior in GCSF	Behavior in IL3	Enriched biological processes
1	Upregulated by GCSF and downregulated by OHT	Not regulated	Cell cycle, metabolism
2	Upregulated by GCSF, transiently downregulated by OHT, peaking around 100h	Not regulated	Cell cycle
3	Pulse from 2h to 48h, re-upregulated and expressed in an oscillating pattern until the end	Pulse from 2h to 48h, oscillations at later timepoints	Autophagy, metabolism, cytoskeleton, NF-kB signaling
4	Upregulated after 100h and peaks at the end	Not regulated	Granulocyte/neutrophil migration/chemotaxis, innate immune response
5	Downregulated by GCSF pre-treatment	Downregulated by OHT by 2h	Extracellular signaling, epithelial-to-mesenchymal transition, thermogenesis, cell adhesion, cytoskeleton, migration
6	Not regulated	Pulse from 0h to 8h	TGFb, Erk1/2, Ras signaling, cytoskeleton, extracellular matrix
7	Not regulated	Pulse from 2h to 48h	Translation, mRNA processing
8	Pulse from 8h to 80h	Pulse from 8h to 80h	Metabolism, leukocyte activation
9	Not regulated	Pulse from 12h to 128h	Metabolism
10	Not regulated	Upregulated after 80h and peaks at the end	Translation, metabolism, *myeloid/leukocyte proliferation*, *innate immunity*

**Fig 4:**
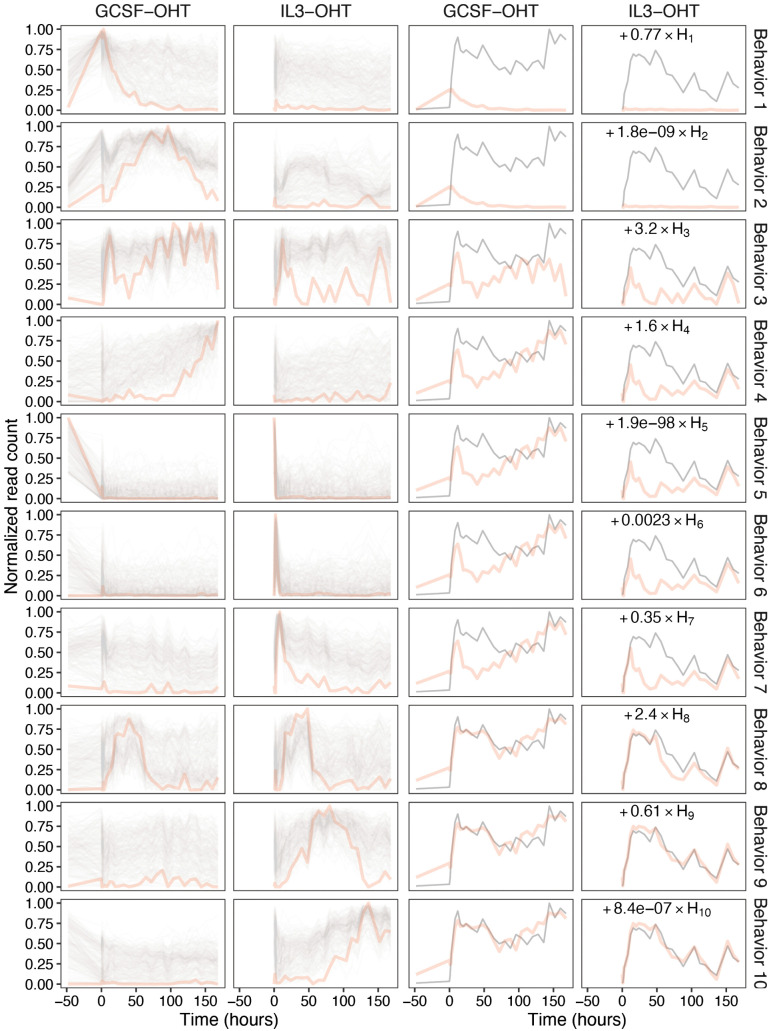
The temporal behaviors of the 10 metagenes identified by NMF. The behaviors inferred from the genome-wide gene expression time series data (Fig 1A) using NMF are shown in the first two columns. The temporal behavior of each metagene is shown in red. The temporal expression patterns, with maximum expression scaled to 1, of the transcripts having the highest 200 weights for each behavior are shown in black. The last two columns illustrate the reconstruction of the expression pattern of *Cx3cr1* by the sequential accumulation of the weighted behaviors $\sum_{1}^{M}W_{gm}H_{m}(t)$, where *M* is the row number, *H*_*m*_(*t*) is the behavior of metagene *m*, and *W*_*gm*_ is *Cx3cr1*’s weight for the *m*th behavior. *Cx3cr1*’s expression pattern is shown in black and the weighted sum accumulating sequentially from the top to bottom is shown in red.

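Behavior 1 had the highest weight in 2758 transcripts, behavior 2 in 1845 and behavior 4 in 1649, with each behavior's maximum set to 1. With the raw weights of the fit, a choice made after the values had been seen, the numbers were 1877, 4365 and 3103. Without replicate 1, 2 or 3, behavior 1 had 2407, 2421 and 2123 transcripts. Behavior 2 had 696, 993 and 1086, and behavior 4 had 549, 603 and 620.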

Three behaviors, 1, 2, and 4, have expression during neutrophil differentiation but not during macrophage differentiation. Behavior 1 expression is upregulated in response to GCSF pre-treatment but is then downregulated upon OHT induction. 

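Behavior 1 was over 0.5 in GCSF from 0h to 4h with its maximum at 1h after OHT addition, from 0.00495 in undifferentiated cells, and ended at 0.0655.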

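Behavior 2 was over 0.5 at 14 time points in GCSF between 8h and 120h and had its maximum at 40h. It stood at 2.11e-04 in undifferentiated cells and at 0.329 at 168h.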

Behavior 2 is also upregulated by GCSF and transiently downregulated by OHT, but is re-upregulated once more, peaking at 100h. In behavior 4, expression initiates around 100h and remains on until the end of the differentiation. 

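Behavior 4 was over 0.5 at 12 time points in GCSF, all from 80h onwards, reached its maximum at 128h and ended at 0.751.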

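In IL3, behavior 6 was over 0.5 from 1h to 3h (maximum at 2h), behavior 7 from 3h to 12h (maximum at 4h) and behavior 9 at 7 time points from 56h to 120h (maximum at 64h). They had the highest weight in 5174, 3906 and 1031 transcripts. Without replicate 1, 2 or 3, behavior 9 had 2287, 2502 and 2344.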

Three macrophage specific behaviors, 6, 7, and 9, have pulsatile expression lasting between 0−8h, 2−48h, and 12−128h respectively. Behavior 10 has expression that initiates around 80h and remains on until the end of the differentiation. 

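Behavior 10 was over 0.5 at 6 IL3 time points between 112h and 168h, with its maximum at 136h, and ended at 0.525. It dominated 5894 transcripts when each behavior's maximum weight was set to 1. Which behavior dominated the most depended on the setting: it was behavior 10 here and with 7 behaviors, behavior 6 without any 1 of the replicates (5011 against 3854 for behavior 10 without replicate 1), with all time points and with unscaled values, and behavior 5 with a stop at a change of 0.005 or with a filter of a normalized count of 5 or more. With the weights as fitted, a setting chosen after the values had been seen, it dominated 3318, behind behaviors 2 and 6 (3457 for the latter).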

The process of information transfer during differentiation thus appears to involve multiple successive waves of gene expression with handover occurring at time points that correspond approximately to the global transitions at 8−12h (behaviors 6, 8, 9) and 80−100h (behaviors 4, 9, 10) and culminating in the switching on of a subset of genes permanently.

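By the time of their maximum in IL3, the behaviors specific to it ran from behavior 6 through behaviors 7 and 9 to behavior 10. In GCSF behavior 1 was followed by behaviors 2 and 4. The behaviors were numbered by their match to the paper's time intervals, so this order follows in part from the numbering. It is therefore no independent test of the paper's order. From the order of the behaviors, the paper proposes that differentiation passes through successive waves of expression that hand over near the global transitions and end with a subset of genes switched on.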

It is possible that these behaviors do not correspond to parts of the expression of any one gene but are used by NMF to construct entirely different patterns by linear combination. We checked whether this was true by visualizing genome-wide gene expression after sorting transcripts according to their dominant—highest weighted—behavior (Fig 5). 

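Of the 36255 genes, 8083 were listed at 0 in every library, and 8192 in every library but those of IL3-OHT 96h and 144h.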

About 8,000 transcripts are not expressed at all and have zero weight for all the behaviors. Another group of transcripts are expressed but their expression does not vary over time. These transcripts—particularly enriched among behavior 2 and 3 clusters—have high weights for multiple behaviors. 

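With constant expression taken as a coefficient of variation over time under 0.15, 2453 transcripts were constant of the 28063 with a nonzero value.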

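The weights of a constant transcript were spread over a median of 9.03 behaviors (the exponential of the entropy of its weights), against 4.28 for the others. With each behavior's maximum set to 1, behavior 10 was dominant in 34.2% of constant transcripts and behavior 7 in 29.1%. Behavior 2 was dominant in 2.53% and behavior 3 in 0.611%. Among all expressed transcripts the shares of behaviors 2 and 3 were 6.57% and 3.09%.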

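The dominant behavior carried a median of 34.7% of the weight of transcripts whose expression varied. The 10 behaviors fitted a median of 58.8% of a transcript's variance over time, 81.3% in the transcripts with a normalized count of at least 5 in 1 library and 15.2% in the 10649 below that.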

Excepting the unexpressed and constantly expressed groups, the remaining transcripts are dominated by a few behaviors so that their expression patterns match one or more behaviors. Furthermore, the pairwise dissimilarity (distance) matrix has significant block structure (S16 Fig), showing that the dominant behavior alone can account for most of the observed similarity in temporal expression patterns between genes. 

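Among 2000 transcripts drawn at random, 200 per dominant behavior, the mean Pearson's r across time points was 0.235 between transcripts with the same dominant behavior and -0.0231 between the others. Within behaviors it ran from 0.138 in behavior 3 to 0.333 in behavior 4.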

Clustering genes hierarchically (S17 Fig) yields about 6 clusters with similar expression patterns as the behaviors, although they are not so distinct as when clustering on dominant behavior. This could be because genes expressed early in a pulsatile manner, having relatively low correlation with all other genes, might get grouped in an unpredictable manner. The behaviors inferred by NMF therefore are exhibited as real observable gene expression patterns and the method is better at grouping and revealing transient expression than hierarchical clustering.

**Fig 5:**
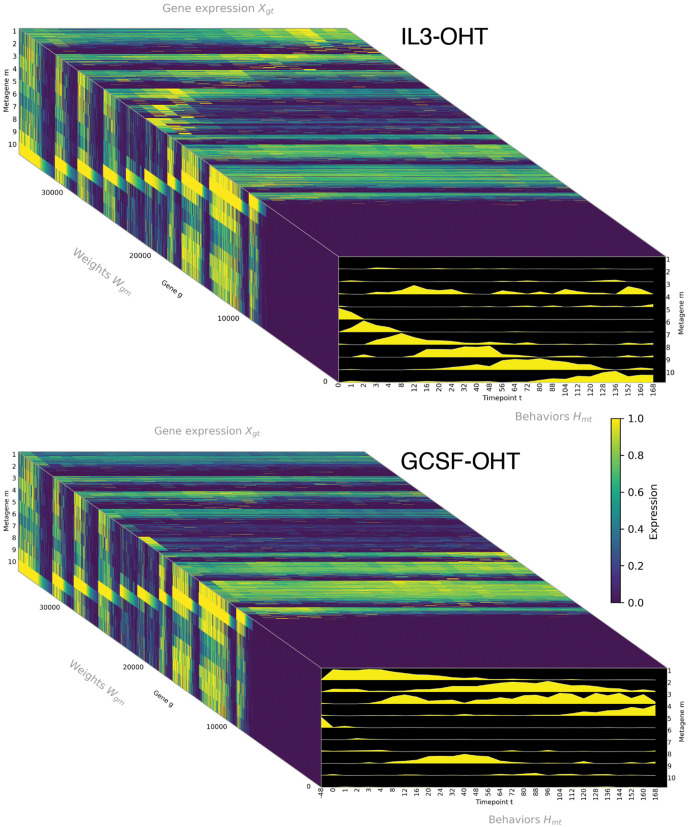
Clustering of genome-wide gene expression by temporal behaviors. The gene expression matrix (*X*_*gt*_) from the genome-wide time series data (Fig 1A), the temporal behaviors of the 10 metagenes (*H*_*mt*_)), and the weights of each transcript for each behavior (*W*_*gm*_) as determined by NMF are depicted on the faces of a rectangular prism. *X*_*gt*_ and *W*_*gm*_ are heatmaps with color representing scaled gene expression or weights respectively. The behaviors are plotted as stacked lineplots with time on the *x*-axis and expression on the *y*-axis. Transcripts having the same dominant behavior were grouped together and then sorted in descending order of the weight of the dominant behavior. IL3-OHT and GCSF-OHT samples are shown on the top and bottom prisms respectively.

We also checked whether NMF is applicable more generally to other gene expression datasets. We inferred behaviors in Tusi et al.’s Kit+ mouse BM progenitor scRNA-Seq dataset [16]. Successively increasing the number of metagenes, we found that no new behaviors were revealed when performing NMF with more than 17 metagenes. The algorithm inferred behaviors corresponding to the erythroid (behavior 14), neutrophil (2), monocyte (17), lymphoid (11), and basophil (5) lineages (S18 Fig). Additional behaviors corresponding to intermediate states such as early erythrocyte (behavior 9), early neutrophil (13), granulocyte-monocyte (12), megakaryocyte-erythrocyte (15) are also discernible. Notably, these behaviors match Tusi et al.’s marker-based lineage assignments even though NMF inferred them without any foreknowledge of lineages or developmental stages. Highlighting the importance of scaling the data, NMF on unscaled single-cell data (S19 Fig) infers behaviors corresponding to only three lineages: late erythrocyte, late neutrophil, and progenitors. NMF infers fewer distinct behaviors from unscaled data most likely because, given the long-tailed distribution of genome-wide gene expression, a few genes with very high expression contribute disproportionately to the error of the approximation and dominate the factorization process.

### Gene expression changes most rapidly during the earliest stages of the differentiation

Temporal gene expression patterns of transcripts differentially expressed between the endpoints and the pulsatile behaviors found by NMF suggested that most of the changes in genome-wide gene expression are concentrated in the first 12 hours of the differentiation. We checked whether this is true by quantifying the pace of gene expression changes during differentiation. We determined the genes differentially expressed between consecutive timepoints and utilized the number of such genes as a measure of the rate of change (Fig 6A). 

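The IL3 steps with the most DEGs per hour were 1h to 2h with 2640, 2h to 3h with 1464 and 0h to 1h with 770. From 4h to 8h there were 1834 DEGs, or 458 per hour, and from 8h to 12h 1099, or 275 per hour. In GCSF the counts were 1053 from 0h to 1h, 903 from 1h to 2h, 498 from 2h to 3h, 921 from 4h to 8h (230.2 per hour) and 465 from 8h to 12h. Of the later steps, the one from 136h to 152h in IL3 had 2781 DEGs (173.8 per hour) and the one from 88h to 96h in GCSF 909 (113.6 per hour).

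**Figure D7:**
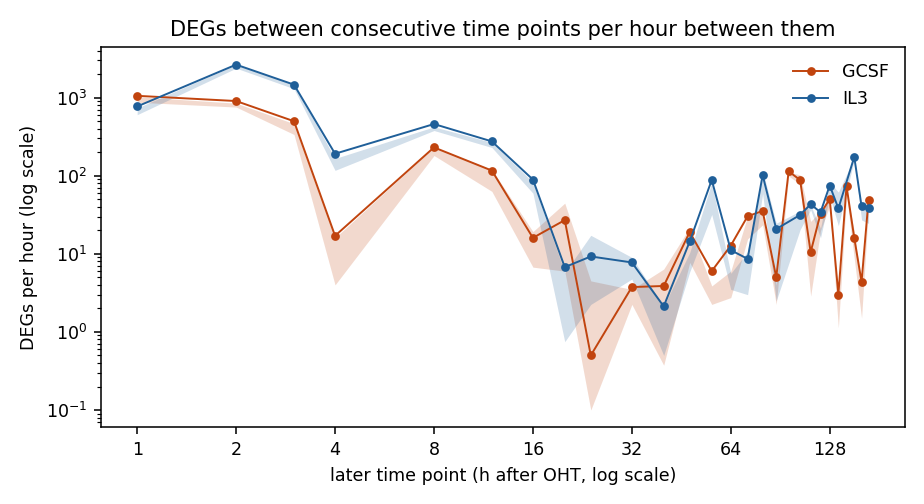
DEGs per hour between consecutive time points against the later time point, on log axes, for GCSF and IL3 conditions. The shading spans the 3 fits that each left out 1 replicate, and values of 0 are drawn at 0.1.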

The timing of sharp gene expression shifts during the differentiation may indicate important moments when crucial lineage decisions are made. Most DEGs between consecutive time points are detected before the 12h timepoint in both conditions. This confirms that rapid, early changes during the first 12 hours after OHT induction are a general feature and not just restricted to genes differentially expressed between the endpoints of the differentiation. 

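Summed over the 6 steps to 12h, there were 7998 DEGs in IL3 and 3857 in GCSF. Over all later steps there were 7891 in IL3 and 4631 in GCSF. Over the 12 alternatives the IL3 sums ran from 6507 to 9323 up to 12h and from 4979 to 9440 later. In the alternative with the highest later sum the later DEGs thus outnumbered the early ones in IL3. The setting that moved these sums most was to fit only the groups compared, which gave 4979 later DEGs in IL3 and 2265 in GCSF. The depth of a library differed by time point, with medians from 16708082 reads at GCSF-OHT 120h to 29047437 at GCSF-OHT 24h.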

Additionally, there is very little overlap between DEGs detected between different pairs of consecutive timepoints, implying that genes are undergoing rapid but short-lived, transient changes during the early stages of the differentiation (Fig 6B and 6C).

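Over the 4 steps 1h to 2h, 2h to 3h, 4h to 8h and 8h to 12h, 2224 genes were DEGs in GCSF, 1771 of them (79.6%) in 1 step only and 23 in all 4. In IL3, 5132 genes were DEGs, 3639 (70.9%) in 1 step only and 67 in all 4.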

**Fig 6:**
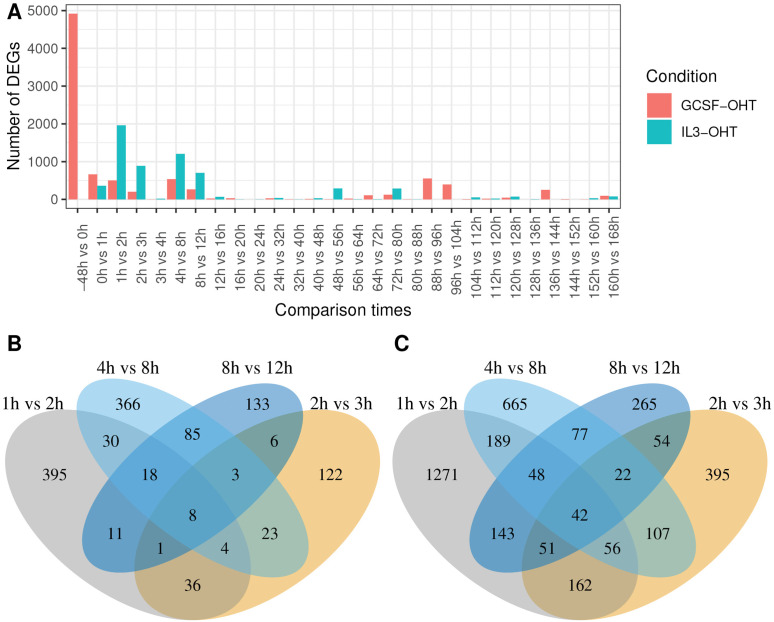
The number of DEGs between consecutive time points. **(A)** The number of DEGs detected between each pair of consecutive time points (Fig 1A). The overlap between the DEGs detected at different time points in the **(B)** GCSF or the **(C)** IL3 conditions.

We next considered to what extent rapid early changes could be attributed to direct regulation by PU.1. We utilized CUT&RUN to profile PU.1 binding genome-wide in the undifferentiated and 48h IL3 samples. 6,724 statistically significant (FDR ≤ 0.05) peaks were detected in the differentiated sample relative to the undifferentiated one, which is expected to have none or very little PUER activity. We determined the enrichment of PU.1 binding within either ±1kb or ±50kb of the transcription start site (TSS) of the genes differentially expressed between consecutive time points in IL3 conditions (S20 Fig). With the exception of PU.1 binding in proximal regions of DEGs between 1h and 2h and 3h and 4h, the DEGs between consecutive early time points up to 12h are significantly enriched in PU.1 binding (*p* ≤ 2.6 × 10^−2^; one-sided Fisher’s exact test) both near the TSS and in distal regions. The fraction bound to proximal regions of the DEGs is ∼1.34-fold to ∼1.82-fold higher compared to background while the fraction bound to distal regions of DEGs is ∼1.14-fold to ∼2.26-fold higher. The enrichment in PU.1 binding declines when comparing later consecutive timepoints, approaching ∼1 for the 160h-168h comparison, supporting the interpretation that rapid early changes are likely a consequence of direct PU.1 regulation. More upregulated genes are bound by PU.1 and have higher enrichment than downregulated ones, consistent with PU.1’s role as a transcriptional activator.

We also checked whether the genes exhibiting particular behaviors were enriched for PU.1 binding or not. We identified the genes having the highest 500 weights for each behavior and determined whether PU.1 was bound within either ±1kb or ±50kb of their TSSs (S21 Fig). The top 500 genes for behaviors 3 and 4 are enriched in PU.1 binding within ±50kb of the TSS (*p* ≤ 2.01 × 10^−5^), while behaviors 2, 3, 4, and 10 are enriched in PU.1 binding within ±1kb (*p* ≤ 2.99 × 10^−2^). We limit the analysis to the subset of these behaviors having expression in IL3 conditions, behaviors 3 and 10, since it is not possible to infer a regulatory relationship between behaviors expressed exclusively in GCSF conditions, behaviors 2 and 4, and PU.1 based on binding data from the IL3 condition. Behavior 3 features an early pulsatile response in IL3, while behavior 10 genes are turned on at late timepoints in IL3. This implies that PU.1 tends to regulate genes upregulated transiently at early timepoints or those turned on permanently at the end. The apparent contradiction with the lack of enrichment in late DEGs could be because the genes upregulated at the end have a slower rate of change and may not be changing in a statistically significant manner between consecutive late timepoints. Behaviors 1, 5, 6, 7, and 8 are not enriched for PU.1 binding whether proximally or distally. Given the nature of the behaviors (Table 1), this implies that PU.1 tends not to regulate GCSF responsive genes (behavior 1), genes downregulated by GCSF or OHT (behavior 5), or genes transiently upregulated in the middle of the differentiation (behaviors 7 or 8).

### Functional enrichment analysis

We performed functional enrichment analysis to determine the biological processes induced during differentiation. In one approach, we performed this analysis for DEGs detected between consecutive early time points. In a complementary approach, we determined gene ontology (GO) terms enriched for the top 500 genes for each of the ten behaviors.

### DEGs between consecutive early time points

The GO terms enriched in the DEGs ascertained between consecutive early time points (Fig 7, Fig 8, S22 Fig–S25 Fig) show clear temporal patterns. 

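GO annotation was not used here. Instead, 11 lists of 15 to 87 tested genes for the processes that the paper names were fixed in advance and tested among DEGs by Fisher's exact test (two-sided) against all genes tested. Over 2 conditions, 6 early comparisons, each direction and all lists this made 264 tests, of which 37 had an adjusted p under 0.05, 17 in GCSF and 20 in IL3. In 4 of them, all from 1h to 2h in IL3, fewer genes of the list were DEGs than of the background, and in the other 33 more were. With genes of a mean normalized count of at least 10 as the background, the number was 35.

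**Figure D8:**
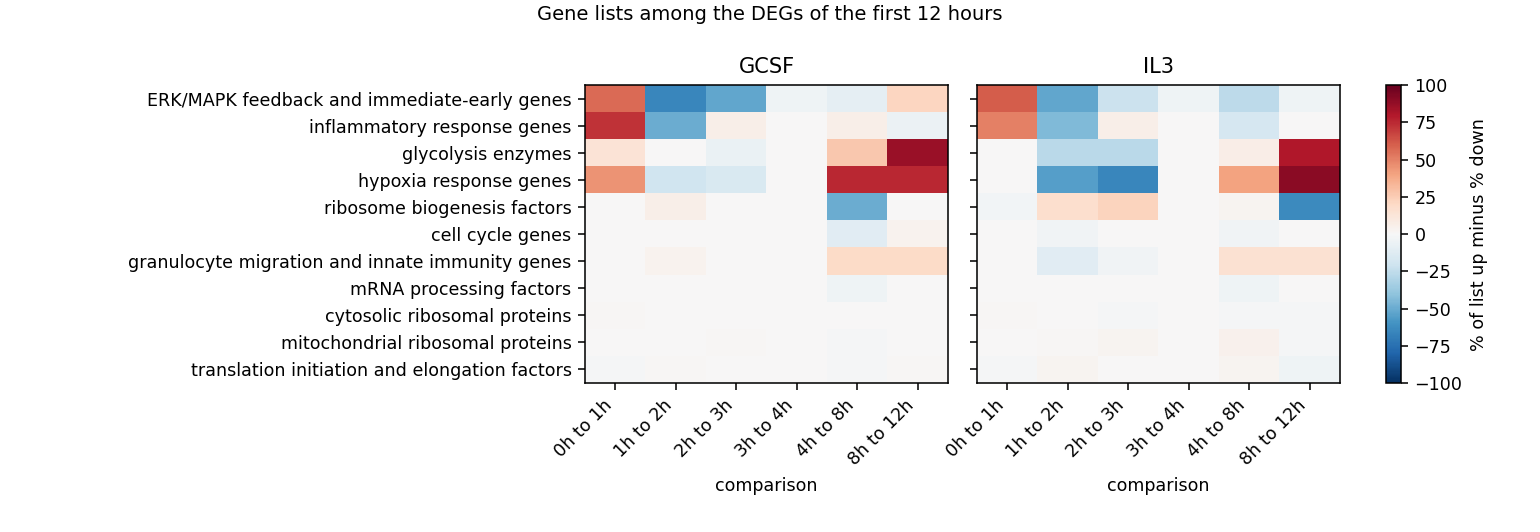
Percent of each gene list that was up minus the percent that was down between consecutive time points to 12h, for GCSF and IL3 conditions. Hypoxia response genes and glycolysis enzymes are up from 8h to 12h, and ribosome biogenesis factors are down from 4h to 8h in GCSF and from 8h to 12h in IL3.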

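Of 23 ERK/MAPK feedback and immediate-early genes, 13 were up from 0h to 1h in GCSF (odds ratio 31.7, adjusted p = 1.09e-11) and 14 in IL3 (odds ratio 55.4, adjusted p = 3.38e-15). Of 18 inflammatory response genes, 13 were up in GCSF (odds ratio 63.3, adjusted p = 1.08e-13) and 9 in IL3 (odds ratio 35.2, adjusted p = 6.90e-09). Of the other 9 lists, only the 20 hypoxia response genes in GCSF passed, with 9 up (odds ratio 19.8, adjusted p = 4.51e-07).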

The top 30 GO terms—having the lowest 30 adjusted *p*-values—enriched in the first comparison, 0h vs. 1h (Fig 7 and 8), are dominated by terms for intracellular signaling relating to MAPK, Erk1/2, and other pathways in both IL3 and GCSF conditions. This suggests that PU.1 activation by OHT very rapidly induces signaling cascades. In the 1h vs. 2h comparison, there are fewer signaling-related terms while terms related to development and cellular differentiation, especially leukocyte differentiation, are prominent. This suggests that the cell-fate decision is made very early during the differentiation process. Although biological functions related to myeloid differentiation are common, GO terms related to the differentiation of non-myeloid cell lineages are also enriched, reflecting the pleiotropic roles that most hematopoietic TFs play in multiple lineages.

**Fig 7:**
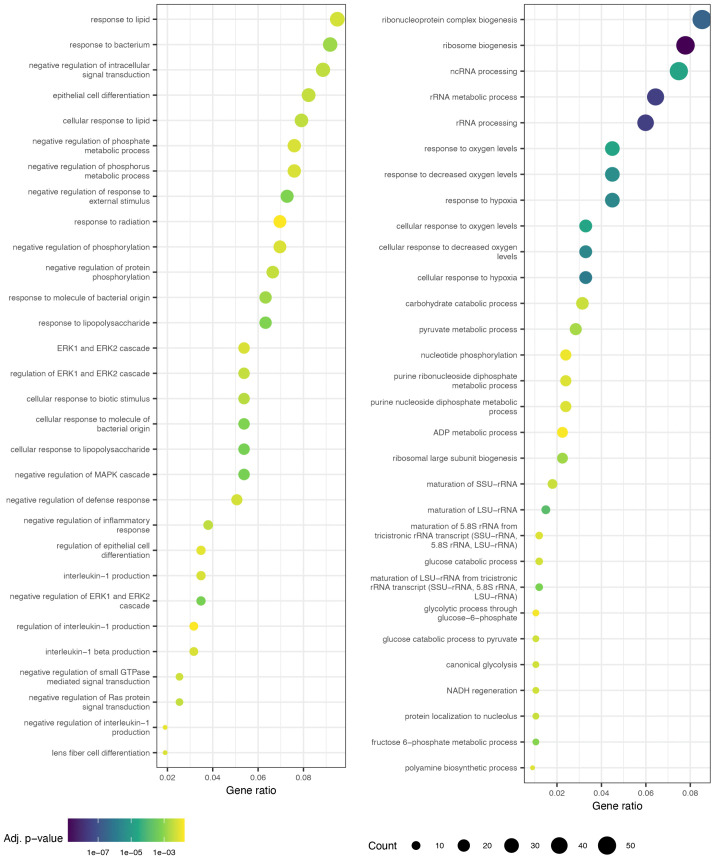
GO terms enriched for genes differentially expressed between 0h and 1h or 8h and 12h IL3 samples. GO terms enriched for DEGs between 0h and 1h and between 8h and 12h are shown on the left and right respectively. The Benjamini-Hochberg adjusted *p*-value for each enriched GO term is indicated by the color of the point. The number of DEGs overlapping with a term are depicted with the size of the point. The *x*-axis is the fraction of the DEGs overlapping with a GO term (gene ratio).

**Fig 8:**
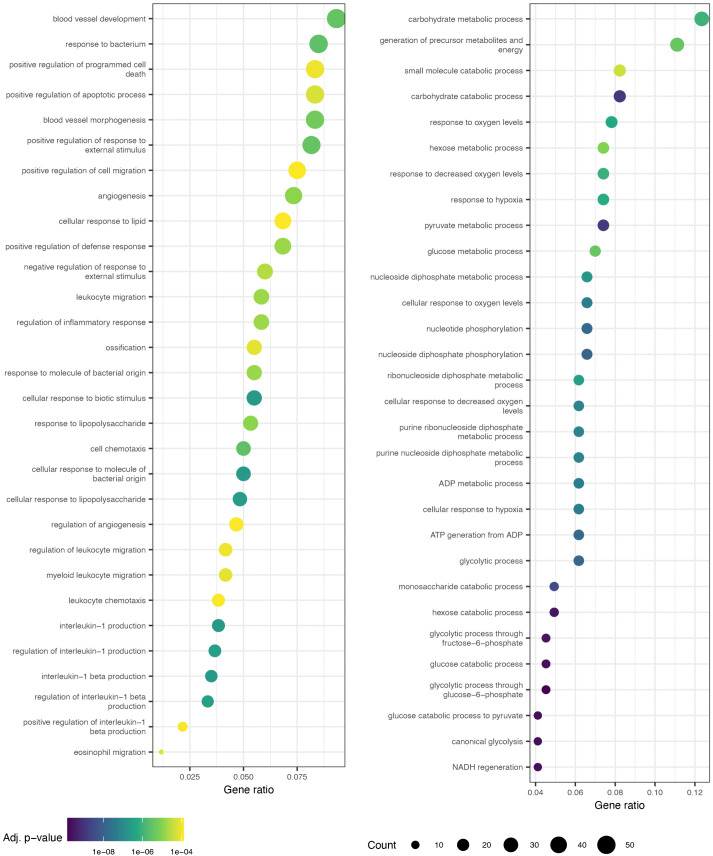
GO terms enriched for genes differentially expressed between 0h and 1h or 8h and 12h GCSF samples. GO terms enriched for DEGs between 0h and 1h and between 8h and 12h are shown on the left and right respectively. See the legend of Fig 7 for plot description.

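Of the ERK/MAPK feedback and immediate-early genes, 15 were down from 1h to 2h in GCSF (odds ratio 82.8, adjusted p = 3.68e-18) and 13 in IL3 (odds ratio 13.5, adjusted p = 1.52e-07). From 4h to 8h, 5 were down in GCSF (adjusted p = 0.00126) and 6 in IL3 (adjusted p = 0.0122). From 8h to 12h, 5 were up in GCSF (adjusted p = 0.00153), and in IL3 2 were up (adjusted p = 0.746) and 3 down (adjusted p = 0.126).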

The GO terms related to signal transduction, development, and cellular differentiation are no longer present in the top 30 for comparisons between 4h and 8h (S24 and S25 Figs) or between 8 and 12h (Fig 7 and 8). Instead, GO terms related to physiological processes such metabolism, ribosome biogenesis, ion homeostasis, and cell-cell adhesion were highly ranked. This suggests that the cells initiate the remodeling of physiological processes as early as 8h in the course of the differentiation to implement a decision that’s already been made. Furthermore, this analysis identifies the 8−12h transition observed above (Fig 2 and S14 Fig) as the initiation of large-scale physiological changes in response to differentiation cues. 

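Of 15 glycolysis enzymes, 13 were up from 8h to 12h in GCSF (odds ratio 293, adjusted p = 1.61e-18) and 12 in IL3 (odds ratio 102.9, adjusted p = 9.11e-14). Of the hypoxia response genes, 15 were up in GCSF (odds ratio 135.8, adjusted p = 1.75e-19) and 18 in IL3 (odds ratio 234, adjusted p = 5.27e-22). Of 36 ribosome biogenesis factors, 18 were down from 4h to 8h in GCSF (odds ratio 48.2, adjusted p = 2.29e-19) and 23 from 8h to 12h in IL3 (odds ratio 72.7, adjusted p = 3.74e-26). Ion homeostasis and cell-cell adhesion were not analysed here.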

Finally, comparisons between later timepoints were also not enriched in myeloid differentiation and cell-fate commitment GO terms but were instead linked to various physiological processes. These results, paired with the finding that GCSF pre-treatment does not cause lineage commitment (S12 and S13 Figs), strengthens the interpretation that the cell-fate decision is made within the first 4 hours of OHT induction.

### Top 500 genes for each behavior

The comparison of consecutive time points is limited to the detection of fast changing biological processes since genes changing expression at a slower pace may only build up statistically significant differences over larger time spans. 

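The same gene lists were tested among the 500 genes with the highest weight for each behavior, out of the genes whose mean at some time point was at least 3. Of the 110 tests by Fisher's exact test (two-sided), 8 had an adjusted p under 0.05. With 200 genes per behavior the number was 5, and with genes of a mean normalized count of at least 10 as the background it was 9.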

In order to understand the progression of biological phenomena over the entire span of the differentiation, we performed GO analysis on the genes having highest 500 weights for each behavior (S26 Fig–S35 Fig, Table 1).

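Among these 500 genes for behavior 6, 1 of the ERK/MAPK feedback and immediate-early genes was found (odds ratio 1.48, adjusted p = 1), and none of the 11 lists had an adjusted p under 0.05. For behavior 9, 4 genes of that list were found (odds ratio 6.88, adjusted p = 0.0542).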

Mirroring the inference of the DEG GO analysis, the earliest acting behavior in IL3, behavior 6, expressed in a pulsatile manner during the first few hours, is enriched in signal transduction GO terms. The next wave of gene expression lasts from 2h to 48h (behavior 7) and involves translation and mRNA processing. This is followed by a third wave lasting from about 8h to 128h (behaviors 8 and 9) that is enriched in GO terms for metabolism and leukocyte activation. 

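For behavior 7, 12 of the ribosome biogenesis factors were among the 500 genes (odds ratio 16.6, adjusted p = 7.93e-09). The numbers were 7 of 75 mitochondrial ribosomal proteins (odds ratio 3.38, adjusted p = 0.0772), 4 of 70 translation initiation and elongation factors (odds ratio 1.98, adjusted p = 0.739) and 1 of 22 mRNA processing factors (odds ratio 1.55, adjusted p = 1).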

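For behavior 9, 7 of the glycolysis enzymes were among the 500 genes (odds ratio 28.8, adjusted p = 1.95e-06). For behavior 8 no list had an adjusted p under 0.05, and the list with the most genes was that of 87 cytosolic ribosomal proteins, with 4. Leukocyte activation was not analysed here.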

The process culminates in a set of genes that are upregulated around 80h and peak in expression at the end of the differentiation. This final IL3 wave is enriched in GO terms for myeloid proliferation and innate immunity. 

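For behavior 10, 34 of the cytosolic ribosomal proteins (odds ratio 22.3, adjusted p = 2.02e-27), 10 of the hypoxia response genes (odds ratio 33.1, adjusted p = 2.68e-09) and 5 of the glycolysis enzymes (odds ratio 16.4, adjusted p = 7.51e-04) were among the 500 genes. Of 26 granulocyte migration and innate immunity genes there were 3 (odds ratio 4.26, adjusted p = 0.414). Myeloid proliferation was not analysed here.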

The GCSF condition behaviors follow a pattern similar to that of IL3. Behavior 3, which features a wave of expression from 2h to 48h followed by re-upregulation and expression until the end of the differentiation, is enriched in extracellular signaling GO terms, similar to the early pulse behavior 6, and also metabolism terms, similar to late behaviors 9 and 10 in IL3. Behavior 8, a wave of expression from 8h to 80h, is enriched in metabolism and leukocyte activation terms. 

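For behavior 4, 9 of the granulocyte migration and innate immunity genes were among the 500 genes (odds ratio 17.5, adjusted p = 7.70e-07), the only list with an adjusted p under 0.05 for this behavior.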

A final wave of gene expression starting at about 100h and peaking at the end of the differentiation is enriched in granulocyte phenotypes such as migration, chemotaxis, and immune response.

Besides these successive waves of gene expression induced by OHT treatment, behavior 5 features genes that are downregulated in response to both GCSF and OHT treatment. This behavior is enriched in an eclectic set of terms, extracellular signaling, epithelial-to-mesenchymal transition, thermogenesis, cell adhesion, cytoskeleton, and migration. This might reflect the suppression of non-myeloid cell fates by GCSF and PU.1. Behavior 1, which is specific to GCSF, features genes that are transiently upregulated in response to GCSF and downregulated by OHT induction is highly enriched for cell cycle GO terms, implying that GCSF and OHT have opposing effects on the cell cycle.

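Of 26 cell cycle genes, 7 were among the 500 genes with the highest weight for behavior 1 (odds ratio 12.1, adjusted p = 1.28e-04) and 19 among those for behavior 2 (odds ratio 91.6, adjusted p = 2.28e-22).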

### Inference of gene regulatory networks

We inferred putative gene regulatory networks (GRNs) by identifying TFs expressed in correlated temporal patterns. We computed the Pearson’s correlation coefficient between the expression patterns of each pair of TF and used it as a similarity metric to cluster the TFs. First, we focused on TFs previously implicated in macrophage-neutrophil differentiation [3,7,4]. 

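Correlations over time points were computed for the 55 pairs of 11 TFs in each condition, on means of the replicates at 29 time points in GCSF and 26 in IL3. Consecutive time points are not independent, and the permutation p (two-sided, 100000 permutations, adjusted over 110 tests) treat them as if they were. Among the 17 pairs of TFs assigned to the same lineage the mean Pearson's r was 0.419 in GCSF and 0.255 in IL3, with 7 positive pairs with an adjusted p under 0.05 in each and none that were negative. Among the other 38 pairs the mean was -0.134 in GCSF, with 2 positive and 7 negative pairs, and 0.0823 in IL3, with 7 positive and 4 negative. On log2 values the number of positive same-lineage pairs in GCSF was 8, and in IL3 1 same-lineage pair, *Gfi1* and *Cebpa*, was negative with an adjusted p of 0.0163 (r = -0.540, Spearman's rho = -0.0687, adjusted p = 0.837, r without the 2 farthest time points -0.364).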

The TFs separate into three distinct groups with those specifying the same lineage clustering together (S36 Fig). The first group, comprising Gfi1, Cebpa, Cebpe, Per3, corresponds to known neutrophil TFs, the second, Gata2 and Sox4, to stem/progenitor TFs, and the last, Irf8, Egr1/2, Zeb2, and Nab2, to macrophage TFs. 

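In GCSF, *Egr1* and *Egr2* had Pearson's r = 0.926 (permutation p = 1e-05, adjusted p = 1.38e-04) and Spearman's rho = 0.832 (permutation p = 1e-05, adjusted p = 2.20e-04), with r = 0.804 without the 2 time points farthest from the median. A p of 1e-05 is the smallest that these permutations can give. *Cebpe* and *Per3* had Pearson's r = 0.797 (permutation p = 1e-05, adjusted p = 1.38e-04) and Spearman's rho = 0.808 (permutation p = 1e-05, adjusted p = 2.20e-04), with r = 0.732 without the 2 time points farthest from the median. *Gfi1* and *Cebpa* had Pearson's r = 0.294 (permutation p = 0.121, adjusted p = 0.191) and Spearman's rho = 0.103 (permutation p = 0.590, adjusted p = 0.746), with r = 0.00852 without the 2 time points farthest from the median. *Egr2* and *Nab2* had Pearson's r = 0.727 (permutation p = 0.00596, adjusted p = 0.0252) and Spearman's rho = 0.244 (permutation p = 0.201, adjusted p = 0.410), with r = 0.248 without the 2 time points farthest from the median, so their relation rested on these time points. The progenitor TFs *Gata2* and *Sox4* had Pearson's r = 0.599 (permutation p = 0.00169, adjusted p = 0.00885) and Spearman's rho = 0.448 (permutation p = 0.0149, adjusted p = 0.0609), with r = 0.376 without the 2 time points farthest from the median. In IL3, *Gfi1* and *Per3* had Pearson's r = 0.887 (permutation p = 1e-05, adjusted p = 1.38e-04) and Spearman's rho = 0.850 (permutation p = 1e-05, adjusted p = 2.20e-04), with r = 0.851 without the 2 time points farthest from the median.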

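The dominant behavior was behavior 1 for *Gfi1* (87.2%), behavior 1 for *Cebpa* (92.1%), behavior 4 for *Cebpe* (84.7%) and behavior 2 for *Per3* (95.3%), where the percentage is the variance over time that the 10 behaviors fitted. The weight of the dominant behavior was 29.1% of the summed weights of *Gfi1* and 25.0% of those of *Per3*. The second behavior was 2 for *Gfi1*, 4 for *Cebpa*, 2 for *Cebpe* and 4 for *Per3*. These assignments, and those of the macrophage TFs below, rest on weights with each behavior's maximum set to 1.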

Annotating the TFs by their dominant—highest weight—behavior reveals that all the neutrophils TFs exhibit behavior 2, so that they are transiently upregulated in GCSF condition with expression peaking around 100h. 

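The dominant behavior was behavior 10 for *Irf8* (81.0%), behavior 10 for *Egr1* (61.9%), behavior 8 for *Egr2* (65.1%), behavior 10 for *Nab2* (94.95%) and behavior 6 for *Zeb2* (85.2%), with the variance over time fitted in parentheses. *Egr2* had its highest mean in IL3 at 48h, 471 ± 28.5 (SD, n = 3) normalized counts, *Nab2* in undifferentiated cells, 6087 ± 60.3 (SD, n = 3), and *Zeb2* at 2h, 8571 ± 996 (SD, n = 3).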

The macrophage TFs, Irf8, Egr1, and Egr2 are dominated by behavior 9, transiently expressed from 12h to 128h, whereas Nab2 and Zeb2 are dominated by behavior 10, upregulated after 80h and peaking at the end of the differentiation. The strong correspondence of the GRNs inferred from the correlation of TF temporal expression patterns to their known functions determined in BM implies that PUER differentiation is guided by substantially similar GRNs as in BM. Furthermore, the later expression of Nab2 and Zeb2 relative to Irf8, Egr1, and Egr2 implies that the former TFs act downstream of the latter, in agreement with previous work [3,4].

Hierarchical clustering of 2,331 mouse TFs and cofactors (TFCheckpoint2.0) [26] shows at least 6 modules of co-expression (S37 Fig). Three of the six modules contain previously implicated TFs, implying that these TFs are embedded in much larger GRNs for the macrophage and neutrophil fates. There are also three modules that do not contain any core TF and could thus potentially be novel GRNs. Reflecting the hierarchical clustering of all transcripts (S17 Fig), most of the TFs in each module have the same dominant behavior and grouping them by dominant behavior alone results in significant block structure and highly distinct expression patterns (S38 Fig). The high level of correlation between the TFs having the same dominant behavior and the embedding of the known core TFs amongst them suggests that TFs sharing the same dominant behavior are interconnected in GRNs that orchestrate the expression patterns of the rest of the behavior’s genes.

## Discussion

Time series datasets from differentiation experiments [9] are a powerful method for inferring GRNs and clarifying the causality of gene regulatory events during development [27]. While such data are acquired *in vitro* and may be only an approximation to the *in vivo* phenomena, they provide a window into dynamics that is not available in static snapshots of developmental processes. While pseudotime approaches [16,20] have been used to infer the developmental sequence of cells in scRNA-Seq data, it is impossible to determine the rate of change of expression with time. Furthermore, *in vitro* differentiation allows one to conduct carefully controlled experiments to minimize the effect of animal-to-animal and technical variation. Despite these strengths, high-resolution time series datasets are fairly uncommon and we are only aware of one other dataset [9] of comparable temporal resolution that has been published so far in hematopoiesis.

There is a long and fruitful history of utilizing inducible cell lines such as PUER [3,7,15], G1ME [28], FDCP [9,29–31], and others to gain a mechanistic understanding of hematopoiesis. The data collected in this study offered an opportunity to systematically compare PUER cells and their differentiation to *in vivo* BM differentiation in terms of the global transcriptomic state. After batch correction, differentiated PUER cells were closer in their state to BM cells than to other PUER cells save the closest time points, BM cells being among their ten nearest neighbors. Undifferentiated PUER cells were the most distant from any BM cells, which is consistent with their mutant *Spi1*^−/−^ genotype. Later timepoints of GCSF-OHT or IL3-OHT cells were closest to BM neutrophils or monocytes respectively. This showed that PU.1 activation by OHT treatment rescues *Spi1*^−/−^ PUER cells and reprograms them towards *in vivo* BM neutrophils or monocytes. The patterns of the evolution of the global transcriptomic state were, by and large, reflected in the temporal expression patterns of known marker and TF genes (S6 Fig–S11 Fig) and the known regulatory relationships within cell-fate GRNs appear to be preserved in PUER cells (S36 Fig). These observations, taken together with the demonstration that PUER cells remain bipotential until OHT treatment (S12 Fig–S13 Fig), show that PUER is a model system for bipotential lineage decisions.

Our analyses suggest that there is a large-scale sudden change in gene expression, reminiscent of phase transitions, occurring around 8−12h after the induction of PU.1 by OHT. We confirmed this conclusion in multiple different analyses: the Pearson correlation of genome-wide gene expression (Fig 2A and 2B), PCA (Fig 2C), and expression patterns of differentially expressed genes (S14 Fig). Furthermore there is another transition occurring around 80h. Similar to our data, it has been observed that there is relatively low rate of change between 12h and 48 hours and from 72h to 168h in the reprogramming of B cells into macrophages by the enforced expression of *Cebpa* [32]. This suggests perhaps that these transitions are a general phenomenon of reprogramming and not an idiosyncrasy of the PUER system. It wasn’t clear whether the jumps between 0h and 12h and 48h and 72h during B cell transdifferentiation were the result of the relatively large time intervals, 12h and 24h, or a significantly higher velocity of gene expression change. The much higher temporal resolution of our data unambiguously establishes that the jumps are the result of increased velocity—the shift between 8h and 12h in IL3 conditions is the second largest shift after the one induced by GCSF pre-treatment but occurs in 4h instead of 48h (Fig 2C).

The trajectories of the DEGs between the endpoints of differentiation suggested extensive transient regulation so that the change in expression from undifferentiated cells peaks during the course of differentiation rather than at the end (S14 Fig). We also observed that each gene was not expressed in a unique temporal pattern; instead there were a relatively small number of patterns in each of which thousands of genes were expressed. These observations motivated two questions. First, are there genes that are not detectable as DEGs between the endpoints of differentiation but are nevertheless transiently regulated? An affirmative answer to this question would expand the set of genes participating in the information transfer process during differentiation. Second, what number and type of temporal expression patterns are sufficient to describe the changes in gene expression genome wide? Dimensionality reduction would make it easier to appreciate the larger scale patterns during differentiation.

NMF revealed that only 7–10 patterns or behaviors were sufficient to recapitulate genome-wide expression with high fidelity. To a large extent, individual transcripts exhibited these behaviors (Fig 5) so that the behaviors reflect actual regulatory events during differentiation. Confirming our suspicions, approximately 15,000 transcripts have transient expression whereas only about 8,000 are differentially expressed between endpoints (Fig 3). 

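Genes that changed over the time course in GCSF (limma, test of all differences between time points) numbered 10882, and those in IL3 12145. In GCSF or IL3 there were 13825 such genes, against 8186 DEGs between endpoints in either, and 5841 genes changed over time without being endpoint DEGs. Without a filter on low values the numbers were 15682 and 8639. Genes that changed over time are not all transient: 6291 of those in GCSF and 4313 of those in IL3 were also endpoint DEGs. In GCSF they include changes during the pre-treatment. A time course also has many time points at which the fold-change threshold can be passed. Genes that were DEGs at several consecutive time points but not at the end numbered 2553 in GCSF and 3977 in IL3.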

The transient expression patterns are of a specific type; OHT treatment causes thousands of genes to be expressed in a pulsatile fashion with varying pulse initiation times and durations (Table 1). This implies that information transfer during differentiation occurs in coordinated waves of gene expression culminating in the permanent turning on of certain genes after ∼80h. Furthermore, the time span of the pulses matches the sharp transitions observed in the transcriptome-wide data (Fig 2). The 8−12h transition coincides with the termination of the behavior 6 pulse and the initiation of the behavior 8 and 9 pulses. The transition at 80h corresponds to the termination of behavior 8 and 9 pulses and the initiation of behavior 4 and 10 that remain upregulated until the end.

GO analysis of the genes with high weights for each behavior showed that most of the behaviors specialized in specific physiological processes (Table 1 and S26 Fig–S35 Fig). This implies that physiological remodeling proceeds in a characteristic order during differentiation. The earliest event is the transient upregulation of signal transduction pathways (behavior 3 and 6) during the first 8 hours followed by translation and mRNA processing (behavior 7) from 2h to 48h, and metabolism (behaviors 8 and 9) from 8h to 128h. The last set of genes to be upregulated around 80−100h are enriched for myeloid phenotypic processes such as neutrophil chemotaxis and innate immune response (behaviors 4 and 10). The GO analysis of the behaviors is corroborated by the pairwise comparisons between early timepoints (Fig 7, Fig 8, S22 Fig–S25 Fig). GO terms related to signal transduction and leukocyte differentiation are enriched among the differentially expressed genes in the comparisons between consecutive time points up to 2h. However, in the comparisons between 4h and 8h and 8h and 12h, signal transduction or myeloid differentiation terms are no longer in the top 30. Taken together these observations imply that the first transition at 8h corresponds to the completion of the remodeling of signal transduction, differentiation, transcription, and translation and the initiation of metabolic rewiring. The second transition around 80h is the completion or slowing down of metabolic remodeling and the upregulation of genes producing the phenotypic properties of the cell type. A corollary of this conclusion is that the cell-fate decision appears to have been made by the time of the 8−12h transition; subsequent modulation of gene expression revolves around phenotypic remodeling.

NMF was also successful in clustering genes in a biologically meaningful manner in an independent and very different dataset from the one analyzed here. NMF inferred behaviors that corresponded to lineages and developmental stages in Tusi et al.’s BM scRNA-Seq dataset [16] without being provided any prior information about cell types or markers. We speculate that this is because genes are regulated in space and time in an additive manner by enhancers that drive spatiotemporally restricted expression patterns [33]. NMF, by decomposing the expression of each gene as a sum of behaviors, models this additive process. Genes expressed in two different cell types are members of two groups, one for each cell type. In contrast, hierarchical clustering would group genes expressed in two different cell types as a novel third cluster. NMF also performed better than hierarchical clustering in identifying groups of genes expressed in a pulsatile manner at early timepoints. This could be because such genes, being expressed at few timepoints, would have low correlation with most genes and may get clustered in an unpredictable manner. Lastly, while our current implementation of NMF does not assume any particular form of time dependence of the behaviors beforehand, it would be possible to constrain the behaviors to satisfy particular ones during optimization in the future to test hypotheses about temporal expression patterns. Overall, our experience with NMF suggests that it a relatively simple and computationally efficient way to uncover spatiotemporal gene expression programs in developmental contexts.

This dataset is a rich resource and the analysis reported here scratches the surface of the biological insights harbored within. One of the main goals of future work would be to clarify the causality of events at a finer granularity both in time and at the level of individual genes. A potential way of accomplishing that would be to conduct “multi-omic” analyses by combining these data with epigenetic assays such as ATAC-Seq [34,35]. We [35] and others [34] have demonstrated that TF binding sites are detectable at single base pair resolution in deeply sequenced ATAC-Seq data. Therefore, it is possible in principle to determine the TFs controlling each behavior by inspecting the promoters and enhancers of member genes for TF footprints. This could result in a “blow-by-blow” description of the causality of the information transfer process during cellular differentiation. Finally, the NMF analysis, besides illuminating the information transfer process, has remarkably demonstrated that 36,255 transcripts effectively behave as 7–10 metagenes. This dimensionality reduction could enable future predictive models of macrophage-neutrophil differentiation or of multiple lineages, if combined with other datasets [9,16].

## Methods

### PUER cell culture

PUER cells were cultured according to standard procedures [14]. PUER cells were routinely maintained in complete Iscove’s Modified Dulbecco’s Medium (IMDM; Gibco, 12440061) supplemented with 10% FBS, 50μM β-mercaptoethanol and 5ng/mL IL3 (Peprotech, 213–13).

### PUER differentiation

PUER cells were expanded in T-75 flasks prior to the initiation of differentiation. GCSF pre-treatment was initiated by washing the cells 3 times with PBS and then seeding in 48-well plates at a concentration of 5 × 10^5^ cells/ml in PUER cell culture medium in which IL3 had been replaced by 10 ng/mL of Granulocyte Colony Stimulating Factor (GCSF; Peprotech, 300–23). At the same time, the PUER cells destined for the macrophage differentiation were seeded in 48-well plates at a concentration of 5 × 10^5^ cells/ml in IL3-conditioned PUER cell culture medium. After 48 hours of GCSF pre-treatment, the neutrophil differentiation was commenced by the addition of 100 nM of 4-hydroxy-tamoxifen (OHT; Sigma, H7904-5MG) to the GCSF-conditioned media. The macrophage differentiation was initiated at the same time by the addition of 200 nM of OHT. We regard time zero (0h) of differentiation as occurring just before the addition of OHT. With this starting point, the initiation of GCSF pre-treatment occurs immediately after −48h while cells pre-treated with GCSF for 48h but not yet induced by OHT are at 0h. Since both treatments start with uninduced PUER cells, the data for the −48h time point of the neutrophil differentiation and 0h time point of the macrophage differentiation are derived from the same samples and are identical. OHT rapidly converts from the Z isomer to the E isomer, having 100-fold lower activity, in cell culture media. Half the medium was replaced, and fresh OHT was added at 40h, 88h, and 136h in order to maintain differentiation pressure.

### Switch experiment

In the switch experiment, cells were seeded in GCSF as described above. After 48 hours of GCSF pre-treatment, the cells were washed in IL3 medium and then seeded in IL3 medium. Macrophage differentiation was initiated by adding 200nM OHT. IL3-OHT, GCSF-OHT, or switched cells were harvested at 96h. The cells’ morphology was assessed by staining with Wright Geimsa modified (Sigma, WG16) as described previously [7]. Cell-surface differentiation markers were analyzed by flow cytometry on a CytoFLEX S (Beckman Coulter) instrument as described previously [14]. The cells were stained with the Ghost Dye Blue 516 live-dead stain (Cytek, 13–0867-T100) and Cd117-PE (ACK2; Cytek 50–1172-U025), Cd11b-PECy7 (M1/70; Cytek 60–0112-U025), and Cx3cr1-SuperBright 702 (2A9-1; Thermo Fisher 67-6099-42) antibodies.

### Sample collection

In addition to undifferentiated PUER cells, which correspond to the −48h neutrophil and 0h macrophage timepoints, samples were collected after 48h of GCSF pre-treatment but before OHT induction (0h neutrophil). After OHT induction, in both GCSF and IL3 treatments, samples were collected every hour for the first four hours, every four hours for the first day, and every eight hours until the end of the seventh day (Fig 1A). 4 biological replicates were collected for each timepoint. Cells for each time point were seeded into a dedicated 48-well plate so that they could be harvested without disturbing the samples for the other time points. Since the differentiation produces adherent cells, the cells were detached with trypsin using standard protocols for all timepoints after 24h. The cells were transferred into a 96-well plate, which was centrifuged at 1500rpm for 5 min, the majority of the medium was aspirated, the cell pellet was snap-frozen in liquid nitrogen, and stored at −80C until RNA extraction.

### Total RNA extraction, quality control, and spike in of ERCC standards

Total RNA was extracted on a Bio-Mek FX^P^ liquid handling workstation (Beckman Coulter) using the RNAdvance Tissue total RNA isolation kit (Beckman Coulter, A32649) from 3 replicates in a 96-well format following the manufacturer’s protocol. Genomic DNA contamination was assessed by reverse transcribing the RNA with and without reverse-transcriptase and detecting GAPDH using qPCR. The number of additional cycles required to reach a threshold ($\Delta C_{t}$) was utilized to assess the fraction of genomic DNA ($2^{-\Delta C_{t}}$) and only samples with less than 1% genomic DNA were utilized for library preparation. The quality of the RNA was assessed by capillary gel electrophoresis on the Agilent 2100 Bioanalyzer using the Eukaryote Total RNA Nano kit (Agilent, 5067–1511). Only samples with RNA integrity numbers (RIN) greater than or equal to 9.5 were utilized, although there was only one sample with a RIN of 9.5 and the median RIN was 9.9. The concentration of RNA was determined using the Qubit fluorometer and the Qubit RNA High Sensitivity kit (Invitrogen, Q32855). With the exception of 8 samples with lower RNA yield, the samples were standardized to a mass of 1,875 *ng* in a 25μl volume. The samples with lower yield were standardized to a mass of 1,437.5 *ng* in a 25μl volume. 3.75μl or 2.88μl of a 1:100 dilution of the External RNA Control Consortium (ERCC) ExFold RNA Spike-In mix (Invitrogen, 4456739) was added to the high- and low-yielding samples respectively.

### CUT&RUN

The CUT&RUN assay was performed using the CUTANA CUT&RUN kit (Epycypher, 14–1048), following the manufacturer’s instructions. Briefly, 1 × 10^5^ undifferentiated and 48h IL3-OHT PUER cells were harvested, immobilized to activated Concanavalin A beads and permeabilized with digitonin. 0.5μg of α-PU.1 (Santa Cruz, sc-390405) primary and a 1:200 dilution of Rabbit anti-Mouse IgG (Cytek, 70–8076-M002) secondary were added to the samples before treatment with pAG-MNase for 2 hours. The released DNA fragments were purified and libraries prepared using the CUTANA CUT&RUN Library Prep Kit (Epicypher, 14–1001). The CUT&RUN libraries were sequenced to an approximate depth of 5 × 10^6^ paired-end 150 bp reads per sample.

### Library preparation and RNA sequencing

Illumina libraries were prepared by Novogene Corporation Inc. (Chula Vista, CA) using the NEB Ultra II RNA Library Prep Kit for Illumina according to manufacturer protocols. The libraries were sequenced on an Illumina Novaseq 6000 S2 2 × 150 bp flow cell to an average depth of 29.24 × 10^6^ raw reads per sample for a total of 4.82 × 10^9^ reads. The sequencing provider filtered the reads to remove ones containing Illumina adaptors, or more than 10% indeterminate bases (“N”s), or having more than half bases with a phred score below 5. The remaining “clean” reads, representing 95.52% of raw reads, were processed further as described below.

### RNA-Seq data processing

We used Salmon [36] to map the reads to the GRCm38 reference genome with the selective alignment strategy and to determine transcript abundances. The median-of-ratios method [37,38] of DESeq2, which computes the ratio of each transcript’s abundance in each sample to the geometric mean of the expression across samples and then determines a size factor for each sample as the median of these ratios, was used to normalize gene expression to library size.

### CUT&RUN data processing

The quality of the reads was assessed using FASTQC (v0.12.1) and trimming was performed with Trimmomatic (v0.39) [39]. Reads were aligned to the mm10 reference using Hisat2 (v2.2.0) [40]. Duplicates were marked and removed using Picard. PU.1 footprints were enriched by filtering out inserts longer than 120 bp. Peaks were called using MACS2 (v2.2.9.1) [41] with an FDR of 0.05.

### Principal component analysis

Principal component analysis (PCA) was carried out with the prcomp R function with the scale parameter set to TRUE. Transcripts were filtered to remove those having a normalized count less than 5 in every sample—hereafter referred to as low-expressed transcripts.

### Hierarchical clustering and gene expression heatmaps

Genes were clustered using the hclust function of the stats **R** package and visualized using either pheatmap function or the Heatmap function of the ComplexHeatmap package [42]. Samples or timepoints were clustered hierarchically, after excluding the low-expressed transcripts, using Pearson correlation, *r*, as a similarity metric; the distance was computed as 1 − *r*. TF co-expression analysis was perfomed on a set of 2,331 annotated TFs and co-factors (TFCheckpoint2.0 [26]).

### Outlier detection

Principal components analysis (PCA) was performed on the filtered data and the *z*-score of the *k*th principal component of each replicate *i* at a given time point was calculated as

$$\begin{array}{c} z_{i}^{k}=\left|\frac{{\text{PC}}_{i}^{k}-\frac{1}{N}\sum_{i=1}^{N}{\text{PC}}_{i}^{k}}{\frac{1}{N}\sum_{i=1}^{N}{\left({\text{PC}}_{i}^{k}-\frac{1}{N}\sum_{i=1}^{N}{\text{PC}}_{i}^{k}\right)}^{2}}\right|, \end{array}$$

where *k* = 1,2,3,4 are the top four PCs accounting for 96% of the total variation in the data and ${\text{PC}}_{i}^{k}$ is the principal component score of the *k*th component. 

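On the values used here, PC1 to PC4 accounted for 53.1% of the variance with genes scaled to unit variance, and for 65.7% with genes of a mean normalized count of at least 10. With genes centred and not scaled, a setting chosen after the values had been seen, they accounted for 96.4%.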

A replicate was regarded as an outlier if $z_{i}^{k}>2$ for any of the top four PCs. No outliers were detected in the data using this method.

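The score was recomputed in the 51 groups of 3 replicates. With the SD of the 3 scores as the denominator, the highest score was 1.41, which is also the largest that 3 values can give, and the threshold is 2. With the variance as the denominator the highest score was 37.9 on scaled values and 0.00899 on values that were centred only.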

In a complementary approach to identifying outliers we clustered all the samples hierarchically (S1 and S2 Figs). 

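IL3-OHT 96h differed from the mean of 88h and 104h in 3050 genes (1626 up and 1424 down), and IL3-OHT 144h from the mean of 136h and 152h in 2673 (1494 up and 1179 down), by limma with the DEG thresholds. In the same fit, IL3-OHT 136h differed from its neighbours in 1815 genes and 88h in 1279. Each of these has an excluded time point as a neighbour. GCSF-OHT 96h differed in 811 genes.

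**Figure D9:**
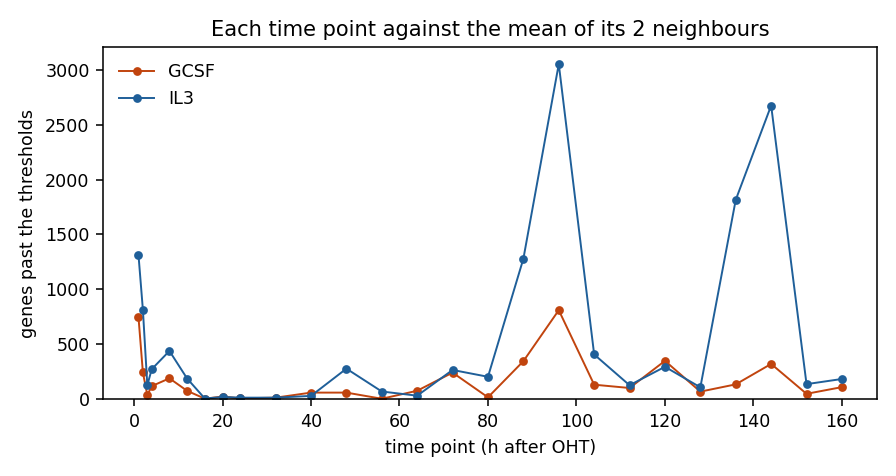
Number of genes in which each time point differed from the mean of the time points before and after it, for GCSF and IL3 conditions. IL3-OHT 96h and 144h have 3050 and 2673 genes.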

All three replicates for the 96h and 144h timepoints in IL3 conditions appeared to be visually significantly different from the time points immediately preceding or succeeding them. 

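IL3-OHT 96h had r = 0.0145 with 88h and 0.183 with 104h across genes on values scaled over the libraries of all time points, and 88h and 104h had r = 0.658 with each other. IL3-OHT 144h had r = 0.239 with 136h and 0.523 with 152h, and 136h and 152h had r = 0.504. In GCSF, where these time points were not excluded, 96h had r = 0.579 with 88h and 0.615 with 104h.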

The time points immediately before and after the outliers were more correlated to each other than to the outliers (S3 Fig). These timepoints were unusual, having been preceded by supplementation with OHT (see above), so that the differences could be transient effects of OHT. 

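Of all other IL3 time points, 96h had its highest r with 144h (0.600) and the next highest with 8h (0.573), and for 144h the highest after 96h was that with 152h. The excluded time points followed fresh OHT by 8 hours, as did 48h, which had r = 0.668 with 40h and 0.371 with 56h.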

We excluded these two timepoints from further analyses.

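Without IL3-OHT 96h and 144h the filter on low values retained 17414 genes, and with them 17439. With them, PC1 and PC2 carried 37.7% of the variance, and the displacement from 136h to 144h in IL3, 102.4, was the largest after that of the GCSF pre-treatment.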

### Differential gene expression analysis

Differential expression analysis was conducted using DESeq2 [43], which uses the Wald test to determine the significance of the estimated fold change and the Benjamini-Hochberg procedure to correct for multiple testing. A transcript was considered differentially expressed if its adjusted *p*-value was less than 0.05 and the $\log_{2}$ fold change (FC) was more than 0.58 (±50% change).

### Non-negative matrix factorization

Non-negative matrix factorization (NMF) [24,25] was used to extract features, reduce dimensionality, and cluster the temporal expression patterns of all the transcripts in the dataset. Prior to NMF, the expression of each gene across all timepoints and conditions was scaled so that maximum expression of each gene is 1.

### NMF Implementation

The algorithm produces a lower-dimensional representation of the dataset by approximating the temporal pattern of each gene’s expression as a linear sum of a few characteristic temporal patterns, referred to here as *behaviors*. The algorithm does so by approximately factoring the gene expression matrix **X** into two lower-dimensional non-negative matrices, **W** and **H**, as

$$\begin{array}{c} X_{gt}\approx {\left(WH\right)}_{gt}=\sum_{m=1}^{M}W_{gm}H_{mt}\;\forall g,t. \end{array}$$ (1)

Here g=1,…,G, $t=1,\ldots ,T_{G},T_{G}+1,\ldots ,T_{G}+T_{I}$, and m=1,…,M index genes, timepoints, and behaviors respectively. *G* and *M* are the total number of genes and behaviors respectively. *T*_*G*_ and *T*_*I*_ are the total number of timepoints in the GCSF and IL3 conditions respectively. *X*_*gt*_ is the expression of gene *g* at timepoint *t*. *H*_*mt*_ is the expression of behavior *m* and timepoint *t*. *W*_*gm*_ is the weight of behavior *m* in the linear combination of behaviors that approximates the expression pattern of gene *g*. The expression of behavior *m* at a given time point *t*, *H*_*mt*_, is independent of its expression at any other time poin*t* and therefore NMF does not assume any particular form of time dependence beforehand. Instead, the algorithm allows *t*he requirement of approximating *X*_*gt*_ implicitly infer which forms of time dependence best describe the empirical observations.

The algorithm iteratively updates the **W** and **H** matrices to converge to a local maximum of the objective function *O* given by

$$\begin{array}{c} O(𝐖,𝐇)=\sum_{g=1}^{G}\sum_{t=1}^{T}\left(X_{gt}\log{\left(WH\right)}_{gt}-{\left(WH\right)}_{gt}\right). \end{array}$$ (2)

The alternating gradient method was used to produce a sequence $\left\{{𝐖}^{k},{𝐇}^{k}\right\}$, where k=1,…,N, by applying the multiplicative update rules

$$\begin{array}{c} {𝐖}^{k+1}={𝐖}^{k}\circ \frac{𝐗{\left({𝐇}^{k}\right)}^{T}}{{𝐖}^{k}{𝐇}^{k}{\left({𝐇}^{k}\right)}^{T}} \end{array}$$ (3)

and

$$\begin{array}{c} {𝐇}^{k+1}={𝐇}^{k}\circ \frac{{\left({𝐖}^{k}\right)}^{T}𝐗}{{\left({𝐖}^{k}\right)}^{T}{𝐖}^{k}{𝐇}^{k}}, \end{array}$$ (4)

where ∘ signifies element-wise multiplication. The elements of the initial matrices **W**^0^ and **H**^0^ were populated by sampling from the uniform distribution over [0,1)

We calculated the Frobenius norm (*F*^*k*^) of the difference between original **X** matrix and its *k*th approximation, ${\overset{―}{𝐗}}^{k}={𝐖}^{k}{𝐇}^{k}$,

$$\begin{array}{c} F^{k}=\left\|𝐗-{\overset{―}{𝐗}}^{k}\right\|. \end{array}$$ (5)

**W**^*k*^ and **H**^*k*^ were updated according to Equations 3 and 4 until the stopping criterion, that the absolute change in the Frobenius norm between successive iterations was less than the threshold θ,

$$\begin{array}{c} |F^{k}-F^{k-1}|<\theta , \end{array}$$ (6)

was met. Unless specified otherwise, θ was chosen to be 0.05.

### Choice of the number of behaviors *M*

We found that, as the number of metagenes M was increased, the root mean square error (RMSE) between successive $\overset{―}{𝐗}$ approximations decreased to a minimum around *M* = 7 (S4 Fig). The RMSE was computed as $\frac{F}{G\times M}$, where *F* is the Frobenius norm of the difference of successive $\overset{―}{𝐗}$ approximations. This suggested that NMF, viewed as an unsupervised learning algorithm, was able to satisfactorily “learn” the patterns in the data with *M* = 7, and that going too far beyond this point might be redundant and cause overfitting. We chose *M* = 10 to ensure that the full diversity of temporal expression patterns was accounted for.

### Robustness analysis

The robustness of the NMF algorithm to random initial conditions was checked by repeating the factorization 100 times and comparing the RMSE between each pair of approximated gene expression matrices to the RMSE between the approximated and actual gene expression matrices (S5 Fig). The RMSE between different approximations was found to be consistently lower than the RMSE between the approximated and actual gene expression matrices, demonstrating that the approximate solutions are robust to the random initialization of the NMF algorithm.

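Over the 190 pairs of 20 starts here, the root-mean-square difference between approximations was 0.0437 on average, with a range of 0.0346 to 0.0530. The difference from the data was 0.119 on average (0.118 to 0.122).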

### Visualization

The visualizations in Fig 5 were produced in two steps. In the first step, the behaviors were sorted according to the condition and time at which their expression peaked so that behaviors peaking earliest in GCSF conditions had the lowest rank, followed by those expressed later in GCSF, then by those expressed early in IL3, and finally by those expressed late in IL3. In the second step, for each gene, the behavior with the highest weight—the dominant behavior—was identified. The genes were grouped according to their dominant behavior and then sorted in descending order of the weight of the dominant behavior.

### Gene ontology analysis

clusterProfiler [44] was used to identify over-represented biological process Gene Ontology (GO) terms associated with differentially expressed genes (DEGs) [45] or the top 500 genes associated with a behavior, and having a maximum normalized expression of at least 3, using /all annotated genes as the background gene list. A functional annotation category was considered significant if the Benjamini-Hochberg adjusted *p*-value was less than 0.05.

### PU.1 enrichment analysis

PU.1 peaks from 48h IL3-OHT differentiated samples were used to identify genes that bind PU.1 either at or near gene transcription start sites (TSSs; ±1kb from TSS) or in distal regions (±50*kb* from TSS). A transcript’s start site is given by the genomic location of its first base. For genes expressing multiple transcripts, only the one driving the highest expression in undifferentiated PUER cells was chosen for analysis.

To compute the enrichment of PU.1 binding among DEGs between consecutive timepoints, we determined the ratio of the fraction of DEGs bound by PU.1 to the fraction of genes bound by PU.1 in the background set. Enrichment was calculated as $\frac{T_{p}/T_{n}}{A_{p}/A_{n}}$, where *T*_*p*_ and *A*_*p*_ are the number of genes bound by PU.1 in the DEG and background sets respectively while *T*_*n*_ and *A*_*n*_ are the number of genes in the DEG and background sets respectively. The background was the set of all genes having normalized expression of 5 or more. DEGs from the 0h-1h, 1h-2h, 2h-3h, 3h-4h, 4h-8h, 8h-12h, 72h-80h, 128h-136h, and 160h-168h comparisons in GCSF or IL3 conditions were scanned for PU.1 peaks both within ±1kb and ±50*kb* excluding the ±1kb region using the subsetByOverlaps() function in the IRanges **R** package [46]. The process was repeated for all genes in the background set. The enrichment of PU.1 binding in the top 500 genes of each behavior was computed in a similar manner. The significance of the enrichment ratio was calculated using the one-sided Fisher’s exact test.

## Supporting information

S1 Fig Genome-wide gene expression in all IL3 samples. Color indicates the expression of each transcript (*y*-axis) in each IL3 sample (*x*-axis) with maximum expression scaled to 1. Transcripts were clustered hierarchically using Pearson correlation as a similarity measure.
(PDF)

S2 Fig Genome-wide gene expression in all GCSF samples. Color indicates the expression of each transcript (*y*-axis) in each GCSF sample (*x*-axis) with maximum expression scaled to 1. Transcripts were clustered hierarchically using Pearson correlation as a similarity measure.
(PDF)

S3 Fig Correlation in gene expression between selected samples. Correlation in gene expression between suspected outliers and immediate neighbors (88h vs 96h, 96h vs 104h, 136h vs 144h, and 144h vs 152h). Correlation between the timepoint immediately preceding and the timepoint immediately following the suspected outlier (88h vs 104h and 136h vs 152h).
(PDF)

S4 Fig Choice of the number of metagenes in the NMF approximation. The root mean square error (RMSE) between the gene expression matrix and its NMF approximation (orange crosses) or the RMSE between successive approximations (blue dots) as the number of metagenes (*M*) is varied.
(PDF)

S5 Fig Robustness of NMF. Histograms of the RMSE between the gene expression matrix and 100 NMF approximations (orange) or the RMSE between the approximations (blue). Dashed lines are the Gaussian densities with the mean and standard deviation of each histogram.
(PDF)

S6 Fig Comparison of HSC marker gene expression in PUER cells to BM. **A**. SPRING plot of BM cells. Cells are colored according to the probability of differentiation computed by *Tusi et al.* [16], which is inversely related to the probability of a cell being an HSC. **B-D**. Gene expression of HSC markers during PUER differentiation (left) and in BM (right; SPRING plot). Errors bars indicate standard deviation.
(PDF)

S7 Fig Comparison of HSC TF gene expression in PUER cells to BM. **A**. SPRING plot of BM cells. Cells are colored according to the probability of differentiation computed by *Tusi et al.* [16], which is inversely related to the probability of a cell being an HSC. **B-F**. Gene expression of HSC TFs during PUER differentiation (left) and in BM (right; SPRING plot). Errors bars indicate standard deviation.
(PDF)

S8 Fig Comparison of neutrophil marker gene expression in PUER cells to BM. **A**. SPRING plot of BM cells. Cells are colored according to the PBA probability of being a neutrophil. **B-L**. Gene expression of neutrophils markers during PUER differentiation (left) and in BM (right; SPRING plot). Errors bars indicate standard deviation.
(PDF)

S9 Fig Comparison of neutrophil TF expression in PUER cells to BM. **A**. SPRING plot of BM cells. Cells are colored according to the PBA probability of being a neutrophil. **B-E**. Gene expression of neutrophil TFs during PUER differentiation (left) and in BM (right; SPRING plot). Errors bars indicate standard deviation.
(PDF)

S10 Fig Comparison of macrophage marker expression in PUER cells to BM. **A**. SPRING plot of BM cells. Cells are colored according to the PBA probability of being a macrophage. **B-I**. Gene expression of macrophage markers during PUER differentiation (left) and in BM (right; SPRING plot). Errors bars indicate standard deviation.
(PDF)

S11 Fig Comparison of macrophage TF expression in PUER cells to BM. **A**. SPRING plot of BM cells. Cells are colored according to the PBA probability of being a macrophage. **B-G**. Gene expression of macrophage TFs during PUER differentiation (left) and in BM (right; SPRING plot). Errors bars indicate standard deviation.
(PDF)

S12 FigPUER cell morphology in the switch experiment.**A-D.** PUER cells stained with Wright Giemsa. **A**. Undifferentiated cells **B**. 96h IL3-OHT (macrophage). **C**. 96h GCSF-OHT (neutrophil). **D**. “Switch”. Cells pre-treated with GCSF for 48 hours and then switched to IL3 prior to OHT addition. Cells were treated with OHT for 96 hours. **E.** The distribution of cell morphology in each treatment. Early or undifferentiated cell types include myeloblasts, monoblasts, and promyelocytes [14,47]. Neutrophils include myelocytes, metamyelocytes, band cells, and segmented neutrophils. Monocytes include both mature monocytes and macrophages. Error bars are ±σ, where σ is the standard deviation computed over two (undifferentiated, switch) or three (96h IL3-OHT, 96h GCSF-OHT) replicates.

S13 Fig The expression of cell-surface lineage markers in the switch experiment. Dot plots of Cd117, Cd11b, and Cx3cr1 expression in Undifferentiated, 96h IL3-OHT (macrophage), 96h GCSF-OHT (neutrophil) and “switch” samples. In the switch experiment, cells were pre-treated with GCSF for 48 hours and then switched to IL3 prior to OHT addition. Cells were treated with OHT for 96 hours.
(PDF)

S14 Fig Transient expression of differentially expressed genes. The expression of all differentially expressed genes, with maximum expression scaled to 1, is shown as a color map. Genes are clustered hierarchically according to the Pearson correlation of scaled temporal expression patterns. (A) GCSF. Plotted genes are the union of DEGs identified in the comparisons between the −48*h* and 168*h*, −48*h* and 0*h*, and 0*h* and 168*h* GCSF samples (Fig 3A–C). (B) IL3. DEGs identified in the comparison between the 0*h* and 168*h* IL3 samples (Fig 3D).
(PDF)

S15 Fig The temporal behaviors of the 10 metagenes identified by NMF when applied to unscaled data. The temporal behavior of each metagene is shown in red. The temporal expression patterns of the transcripts having the highest 200 weights for each behavior are shown in black.
(PDF)

S16 Fig Clustering of all expressed transcripts by dominant behavior. The similarity between the temporal expression of each pair of genes, as measured by the distance 1 − *r*, where *r* is Pearson’s correlation coefficient is plotted as a heat map (“distance matrix”). The genes are ordered by their dominant behavior, annotated on the left. The center and right heatmaps show the temporal expression pattern of each genes.
(TIFF)

S17 Fig Hierarchical clustering of all expressed genes. Genes are hierarchically clustered. See the legend of S16 Fig for the plot description.
(TIFF)

S18 Fig The behaviors of the 17 metagenes identified by applying NMF to Tusi et al.’s Kit +  **BM progenitor single-cell gene expression data.** The behavior in each cell is shown as a SPRING plot. The SPRING plot at the bottom right indicates which cells have greater than 80% PBA probability of belonging to each lineage. Gene expression was scaled so that the maximum for each gene is 1.
(TIFF)

S19 Fig The behaviors of the 17 metagenes identified by applying NMF to Tusi et al.’s Kit +  **BM progenitor single-cell gene expression data without prior scaling.** See the legend of S18 Fig for description.
(TIFF)

S20 Fig The enrichment of PU.1 binding to regions neighboring genes differentially expressed between consecutive timepoints. The enrichment of PU.1 binding to regions neighboring the DEGs between consecutive timepoints relative to the background set is plotted on the *y*-axis. The enrichment is plotted separately for all DEGs (“all”), upregulated DEGs (“up”), or downregulated DEGs (“down”) and for binding to proximal (±1kb) or distal (±50kb) regions.
(PDF)

S21 Fig The enrichment of PU.1 binding to regions neighboring the top 500 genes for each behavior. The enrichment of PU.1 binding to regions neighboring the top 500 genes for a behavior relative to the background set is plotted on the *y*-axis. The red line indicates no enrichment.
(PDF)

S22 Fig GO terms enriched for genes differentially expressed between 1h and 2h and 2h and 3h IL3 samples. GO terms enriched for DEGs between 1h and 2h and between 2h and 3h are shown on the left and right respectively. See the legend of Fig 7 for plot description.
(PDF)

S23 Fig GO terms enriched for genes differentially expressed between 1h and 2h and 2h and 3h GCSF samples. GO terms enriched for DEGs between 1h and 2h and between 2h and 3h are shown on the left and right respectively. See the legend of Fig 7 for plot description.
(PDF)

S24 Fig GO terms enriched for genes differentially expressed between 3h and 4h and 4h and 8h IL3 samples. GO terms enriched for DEGs between 3h and 4h and between 4h and 8h are shown on the left and right respectively. See the legend of Fig 7 for plot description.
(PDF)

S25 Fig GO terms enriched for genes differentially expressed between 3h and 4h and 4h and 8h GCSF samples. GO terms enriched for DEGs between 3h and 4h and between 4h and 8h are shown on the left and right respectively. See the legend of Fig 7 for plot description.
(PDF)

S26 Fig GO terms enriched for the top 500 behavior 1 genes. See the legend of Fig 7 for plot description.
(PDF)

S27 Fig GO terms enriched for the top 500 behavior 2 genes. See the legend of Fig 7 for plot description.
(PDF)

S28 Fig GO terms enriched for the top 500 behavior 3 genes. See the legend of Fig 7 for plot description.
(PDF)

S29 Fig GO terms enriched for the top 500 behavior 4 genes. See the legend of Fig 7 for plot description.
(PDF)

S30 Fig GO terms enriched for the top 500 behavior 5 genes. See the legend of Fig 7 for plot description.
(PDF)

S31 Fig GO terms enriched for the top 500 behavior 6 genes. See the legend of Fig 7 for plot description.
(PDF)

S32 Fig GO terms enriched for the top 500 behavior 7 genes. See the legend of Fig 7 for plot description.
(PDF)

S33 Fig GO terms enriched for the top 500 behavior 8 genes. See the legend of Fig 7 for plot description.
(PDF)

S34 Fig GO terms enriched for the top 500 behavior 9 genes. See the legend of Fig 7 for plot description.
(PDF)

S35 Fig GO terms enriched for the top 500 behavior 10 genes. See the legend of Fig 7 for plot description.
(PDF)

S36 Fig Hierarchical clustering of key cell-fate TFs by temporal expression. The similarity between the temporal expression of each pair of TFs, as measured by the distance 1 − *r*, where *r* is Pearson’s correlation coefficient is plotted as a heat map. Genes have been annotated by their behavior on the left.
(PDF)

S37 Fig Hierarchical clustering of all TFs. 2,331 TFs and cofactors were identified from TFCheckpoint2.0. TFs known to be involved in the macrophage-neutrophil decision are marked to the right of the distance matrix. See the legend of S16 Fig for the plot description.
(TIFF)

S38 Fig Clustering of all TFs by dominant behavior. The TFs are ordered by their dominant behavior, annotated on the left. See the legends of S16 and S37 Figs for the plot description.
(TIFF)

How the deposited data were processed for this re-analysis (not part of the article)

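RNA-Seq libraries of PUER cells were used: undifferentiated cells in IL3, the start of both time courses (3 libraries), cells after 48 h of GCSF before OHT (GCSF 0h, 3 libraries), and 27 time points from 1h to 168h after OHT addition in GCSF (78 libraries) and in IL3 (81 libraries). Each library was assigned to its condition, time point and replicate number by its label. The labels of the GCSF 0h libraries name OHT in their titles, while their descriptions and the paper's methods place them before OHT addition, and they were taken as cells without OHT. Of 56 combinations of condition and time point, 53 had 3 libraries and 3 had 2 (GCSF-OHT 96h, 112h and 152h).

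The authors filtered the reads at the sequencing provider and quantified transcripts with Salmon (selective alignment to GRCm38). They divided the counts of each library by its DESeq2 size factor (median of ratios). The deposited values are thus normalized signal, the normalized counts of 36255 genes. The paper's methods do not state how transcripts were brought to genes. Every nonzero value was a whole multiple of the value of 1 read in its library (100% of values, largest relative deviation 9.66e-15), and dividing by that value gave whole reads. In 7 libraries whose size factor lies close to 1, the automatic check of the unit does not apply, and their reads were recovered in the same way. The value of 1 read ran from 0.652 to 1.84, and the normalized totals of the libraries from 19244326 to 27104998.

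Reads on genes per library ran from 14600246 to 33147945 (median 21960878), and genes with at least 1 read from 15210 to 17785. Counting 3 reads as the smallest number that can be told from 0, the floor was a normalized count of 1.96 to 5.51, which covers counting error only. Between replicates, the chi-square per gene, which is 1 for counting error alone, ran from 2.29 to 73.3 (median 5.99, 162 pairs), and Pearson's r of log2 values across genes was at least 0.980. The 10 highest genes took 4.85% to 12.6% of the reads of a library.

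IL3-OHT 96h and 144h, which the authors excluded, were left out except where they are named. Genes with a normalized count of at least 5 in at least 1 library were tested (17414 genes). Differential expression was tested in R 4.3.3 with limma 3.58.1 (lmFit with 1 mean per condition and time point, eBayes with a mean-variance trend, prior degrees of freedom 8.12) on log2(normalized count + 1), all comparisons from a single fit, with Benjamini-Hochberg adjustment per comparison. A gene was called a DEG at an adjusted p under 0.05 and an absolute log2 fold change over 0.58, the paper's thresholds. The comparisons were those of the endpoints (undifferentiated cells with GCSF-OHT 168h, with GCSF 0h and with IL3-OHT 168h, and GCSF 0h with GCSF-OHT 168h), those of consecutive time points, the test of any change over a time course (limma's moderated F, with the fold-change threshold passed against undifferentiated cells at 1 time point or more), GCSF-OHT against IL3-OHT over 25 shared time points, windows of time points against 152h to 168h, and, for 168h against the start of OHT treatment, the interaction of OHT with condition. Overlaps of DEGs were tested by Fisher's exact test.

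Alternatives were pseudocounts of 0.5 and 5, no filter on low values, a mean normalized count of at least 10 (12298 genes), upper-quartile scaling on top of the deposited values, each replicate left out in turn (both libraries of the groups with 2 were kept), the replicate number as a block, a fit of only the 2 groups compared, the quasi-likelihood test of edgeR 4.0.16 with its TMM normalization, and the Wald test of DESeq2 1.42.0, the last a likelihood ratio test for changes over time. edgeR and DESeq2 were run on the recovered whole reads. Scaling by ERCC spike-ins was not run, since the table has 0 ERCC entries.

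Correlations, principal components, NMF and distances were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and scikit-learn 1.9.0, and plots were drawn with matplotlib 3.10.9. Time points were correlated across genes after each gene was brought to zero mean and unit variance, and the alternatives were a maximum of 1 per gene, log2(value + 1) with and without centring, no filter and each replicate left out. Principal components were computed on scaled values as in the paper's methods, with log2 values, the mean filter, the libraries of all time points and each replicate left out as alternatives. Components without a filter and components of centred, unscaled values were added after the values had been seen. Displacements are Euclidean distances between time points on PC1 and PC2. Distances to GCSF-OHT 88h were computed on cosine-normalized values, and also on log2 values and without cosine normalization.

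NMF used the paper's multiplicative updates on time-point means with each transcript's maximum set to 1, 10 behaviors, a stop when the Frobenius norm changed by less than 0.05, and the best of 20 random starts. Alternatives, each the best of 10 starts, were 7 behaviors, unscaled values brought to the norm of the scaled ones, a stopping rule of 0.005, filtered transcripts, all time points and each replicate left out. The number of behaviors was scanned with 3 starts per number. Behaviors were numbered by the best overall match to the time intervals in the paper's text. A transcript's dominant behavior is the one with the highest weight, with each behavior's maximum set to 1. Counts with the weights as fitted were added after the values had been seen. Constant expression was taken as a coefficient of variation under 0.15, a bound that the paper does not give.

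GO annotation was not used. 11 lists of genes for processes that the paper names were tested with Fisher's exact test (two-sided) among DEGs (264 tests) and among the 500 genes with the highest weight for each behavior (110 tests, genes with a mean of at least 3 at 1 time point or more), with Benjamini-Hochberg adjustment over each family. TFs were correlated over time points by Pearson's r and Spearman's rho, each with 100000 permutations (two-sided), adjusted over 110 tests. The genes named in the text are those that the paper names in its results or in Fig. 3, those in the gene lists, and, for the endpoint comparisons and for 0h to 1h, 1h to 2h, 4h to 8h, 8h to 12h and 72h to 80h in each condition, the 5 DEGs with the largest rise and the 5 with the largest fall among those with a mean normalized count of at least 50 in 1 of the groups and no overlap between the libraries of the groups, a separation that chance gives in 10% of comparisons of 3 with 3 libraries. Of these genes, 1 is not reported here. Gene positions are those of GRCm38.

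The methods were tested on simulated data. Of 200 genes changed in simulated libraries, limma called 200 and edgeR and DESeq2 199 each, with 6, 3 and 3 other genes called. A correlation set at 0.798 was recovered as 0.801, the patterns put into simulated values were recovered by NMF with a Pearson's r of at least 0.999, and 2% of random gene sets passed an unadjusted p of 0.05 in the list test. Whether libraries with the same replicate number resemble one another was checked in the deviations of libraries from their group means. The flow cytometry, the switch experiment and the single-cell and bulk data from other studies in the paper were not used here. The transgene and the endogenous *Spi1* cannot be told apart in gene counts.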

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

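The tests of the excluded IL3 time points that use 48h, the GCSF-OHT time points, the change from 0h to 8h and the resemblance of each library to other time points, and the use of the directions of change against size factors and a few genes, were chosen only after the result was seen. The comparisons, thresholds, gene lists and alternative settings of all parts were chosen before the data were examined, except where a setting is said to have been added.

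The change from the start of OHT treatment to 168h differed between GCSF and IL3 conditions, by a test of the interaction in limma with the DEG thresholds, in 22 of 35 marker genes and TFs named in the paper. The change in GCSF minus that in IL3 (log2) was 2.14 for *Flt3*, 2.07 for *Nab2*, 1.43 for *Mpo*, 1.30 for *S100a9*, 1.11 for *Ly6a*, 1.10 for *Elane*, 0.92 for *Kit*, 0.86 for *Itgam*, 0.82 for *Lcn2*, 0.76 for *Egr1*, 0.68 for *S100a8*, 0.66 for *Spi1* and 0.60 for *Zeb2*. It was -2.91 for *Gfi1*, -2.28 for *Irf8*, -1.46 for *Lyz2*, -1.25 for *Cebpe*, -1.13 for *Per3*, -1.06 for *Ltf*, -0.65 for *Slpi* and -0.59 for *Prtn3*. For *Csf1r* the fitted value was 3.38, but all GCSF 0h libraries had 3 reads or fewer, and computed against the floor the difference is at least 2.92. *Flt3* had at most 10 reads at 168h in GCSF and 5 in IL3. *Irf8* had means of 2.74 at GCSF 0h and 2.75 at GCSF-OHT 168h, near the floor of 3 reads, so its change in GCSF is poorly measured. The paper compares the conditions gene by gene without such a test.

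With upper-quartile scaling 90.9% of the genes (20 of 22) were still past the thresholds in the same direction, but this scaling moved the difference by a median of only -0.0590 (log2) and could not have removed most of them. The difference was positive in 14 genes and negative in 8, which goes against size factors, common to all genes, as the explanation of both. With a pseudocount of 5, which damps low counts, 100% were. The median reads of the GCSF libraries compared were 0.999 times those of the IL3 libraries, with overlapping ranges, and the share of reads on the 10 highest genes at 168h differed by 1.34 percentage points. Reads shared between paralogs, GC content and RNA from other cells were not tested. A candidate explanation is that the response to OHT depends on the cytokine. The conditions also differed in the state of the cells when OHT was added, after the GCSF pre-treatment, and in the dose of OHT, and these libraries cannot separate the 3.

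IL3-OHT 96h and 144h, which the paper left out of its analyses, differed from the mean of their neighbouring time points in 3050 and 2673 genes. Of the splits of the 9 libraries at each time point and its neighbours into 3 and 6 with 1 library of each replicate number among the 3, 1 of 27 gave as many genes at 96h, the real one (at most 1547 in the others). At 144h it was 2 of 27, the real one and the one that set the libraries of 136h against those of 144h and 152h (3687 genes), so 136h stood apart from the other 2 time points in more genes than 144h did.

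The paper proposes transient effects of the OHT added 8 h before. A shared cause would make the shifts of 96h and 144h from their neighbours resemble each other. Across 12298 genes, which are not independent replicates, their r was 0.747. In 124 pairs of other IL3 time points r was at most 0.596, for 88h and 136h. The shifts of that pair are measured from neighbours that include 96h and 144h. The shift at 48h, 8 h after the first replacement, had r = 0.354 at most with those of 96h and 144h, where other time points reached 0.535, which goes against the same explanation. In GCSF, with the same schedule, the shifts of 96h and 144h had r = 0.3796, above the pairs without 96h and 144h (at most 0.353) and below the highest pair with 96h (0.410), which does not decide. Between the conditions, the r of the shifts was 0.445 at 96h and 0.344 at 144h. The shifts at IL3 96h and 144h had r of at least 0.387 with the change from 0h to 8h in IL3, and those of 18 other time points at most 0.319. The highest of those was at 48h. A return of part of the early response may therefore contribute.

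Of the technical explanations, the share of reads on the 10 highest genes lay outside, and below, the range of the neighbouring libraries in 6 of 6 libraries, and it can also be a result of the change in expression. The read total lay outside the range of the neighbours in 2 of 6, both at 144h, 1 of them below and 1 above, which goes against a difference in depth. With upper-quartile scaling 95.4% of the genes at 96h and 88.0% at 144h were still past the thresholds. At 96h 1626 genes lay above the neighbours and 1424 below, and at 144h 1494 and 1179. Size factors, or a few genes taking reads from all others, would move the other genes to one side, so neither alone explains both directions. The median-of-ratios scaling already balances rises and falls, so the directions do not decide how much either contributed. Each of the 6 libraries had a higher r with the other libraries of its own time point than with any other time point, by 0.0782 or more, which speaks against single mislabelled libraries. An exchange of all libraries of a time point would not change this, and it was tested for 136h and 144h only. An effect of the plate cannot be told apart from time, since each time point had a plate of its own.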

How the results depend on the processing

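Of 940 results recomputed under 1 changed choice each, the main ones moved in 32 cases and not in the others. Among single genes, single pairs of time points and single behaviors, 56 results moved, 3 lost and 8 gained the threshold in the same direction, 1 reversed and 624 kept direction and side of the threshold or stayed within the replicate SD. Where a result moved, the cause was not tested.

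The endpoint comparisons stayed within 1.5 times their counts under all 12 alternatives: undifferentiated cells against GCSF-OHT 168h gave 5288 to 7087 DEGs, GCSF 0h against 168h 3746 to 4397, undifferentiated cells against GCSF 0h 4643 to 6075, and undifferentiated cells against IL3-OHT 168h 3432 to 4746. Of the DEGs of the text, 76.8% to 99.9% were called in each alternative, counted gene by gene. Upper-quartile scaling moved the median of all genes by -0.135 (log2) between undifferentiated cells and GCSF-OHT 168h. Consecutive DEGs to 12h ranged from 6507 to 9323 in IL3 and from 3214 to 4062 in GCSF, and genes changed over time from 9278 to 13590 and 8910 to 11185. The sums after 12h moved when only the 2 groups compared were fitted, to 4979 in IL3 and 2265 in GCSF, and stayed within 1.5 times under the other 11.

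The TF contrast called 4 of 4 neutrophil TFs and 4 of 5 macrophage TFs in each of 7 alternatives. *Gstm1* in GCSF, 12h to 72h against 152h to 168h, went from -0.0430 to 0.0438 with upper-quartile scaling, with neither value past the threshold. Weaker were *Ly6c2* in IL3 (without replicate 1), *S100a8* in IL3 and *Elane* in GCSF (without replicate 2). Stronger were *Csf1r* and *Mmp12* in GCSF (pseudocount 5), *Mmp12* (without replicate 1), *F13a1* in GCSF (without replicate 3), *Prtn3* in IL3 (upper-quartile scaling and without replicate 3) and *Prtn3* at 80h to 128h (without replicate 1 or 3). Gene lists among behaviors fell from 8 to 5 past the threshold with 200 genes per behavior.

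With a maximum of 1 per gene, r between IL3-OHT 2h and 16h was 0.533, r between 16h and 32h 0.915, and the r of the neighbours of 96h and 144h with each other minus their mean r with the excluded time point was 0.139 and 0.0214. On log2 values without centring these were 0.972, 0.994, 0.00601 and 6.02e-04. With log2 values brought to zero mean and unit variance, only the first moved, to 0.0904, and without a filter the other 3 did, to 0.437, 0.426 and 0.111. Across the 3 fits that each left out 1 replicate, the last 3 ran from 0.519 to 0.581, 0.475 to 0.572 and 0.108 to 0.125. PC1 and PC2 carried 39.1% on log2 values, 47.9% with the mean filter, 37.7% with the excluded time points, 39.2 to 39.5% across the fits that each left out 1 replicate, and, in settings added after the values had been seen, 24.9% without a filter and 91.3% with centring alone. Spearman's rho of the distance to GCSF-OHT 88h with the hours from 88h was 0.873 in GCSF and 0.663 in IL3 with log2 values, and 0.942 and 0.801 without cosine normalization. Of the NMF behaviors, 7 to 9 matched their description with r of at least 0.5, and most moved results among single behaviors were numbers of transcripts per dominant behavior.

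Taking the replicate number as a paired block changed no main result: undifferentiated cells against GCSF-OHT 168h gave 6799 DEGs. The labels give replicate numbers only, and deviations of libraries with the same number in different groups had a mean r of 3.08e-04 over 4137 pairs, against -1.53e-04 for other numbers. ERCC scaling could not be run. Depth limits the genes at or under 3 reads: no fold change from undifferentiated cells to 168h could be given for *Meis1*, *Mecom* and *Klf4*, and those of *Csf1r* and *Mmp12* from GCSF 0h are lower bounds, at least 3.46-fold for *Mmp12*.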

Differences from the paper's values

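PC1 and PC2 accounted for 38.4% of the variance against the paper's 25%, and none of the alternatives set before the data were examined closed the gap (log2 values, the mean filter, the excluded time points included, each replicate left out). Without a filter on low values, a setting chosen after seeing the values, they accounted for 24.9%. PC1 to PC4 accounted for 53.1% against the paper's 96%. With a mean normalized count of at least 10 the value was 65.7%, which is within 1.5 times the paper's, and the other alternatives set before the data were examined left the gap open. With genes centred and not scaled, chosen after seeing the values, it was 96.4%. The lowest r between IL3 time points at 16h and 32h was 0.604, where the paper's lower bound is 0.8. With a maximum of 1 per gene it was 0.915 and on log2 values without centring 0.994, both set before the data were examined. With log2 values brought to zero mean and unit variance, without a filter and with each replicate left out it stayed below the bound.

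The DEGs between consecutive time points were read by eye from Fig. 6A, with 12 alternatives set before the data were examined. In IL3 there were 770 from 0h to 1h against about 360 in Fig. 6A, read by eye; only the mean filter, with 530, closed the gap. From 2h to 3h there were 1464 against about 890 in Fig. 6A, read by eye, and the gap closed with the mean filter (1178), without replicate 1 (1298), with only the groups compared (1207), with edgeR (1272) and with DESeq2 (1291), not with the other 7. From 3h to 4h there were 1.9e+02 against about 20 in Fig. 6A, read by eye, and no alternative closed the gap. From 4h to 8h there were 1834 against about 1200 in Fig. 6A, read by eye; a pseudocount of 0.5 (1765), the mean filter (1475), leaving out replicate 1, 2 or 3 (1666, 1515 and 1689), only the groups compared (1662), edgeR (1681) and DESeq2 (1677) closed it and the other 4 did not. From 8h to 12h there were 1099 against about 700 in Fig. 6A, read by eye, with the gap closed by the mean filter (978), without replicate 1 (918) or 3 (1003) and with DESeq2 (1049), and not by the other 8. From 48h to 56h there were 705 against about 290 in Fig. 6A, read by eye, closed without replicate 2 (255) and with only the groups compared (362), not in the other 10. From 72h to 80h there were 813 against about 290 in Fig. 6A, read by eye. No alternative came within 1.5 times of it; without replicate 1 (472) the difference was smaller than the replicate SD, and with the other 11 it was not.

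In GCSF there were 1053 from 0h to 1h against about 660 in Fig. 6A, read by eye, closed by the mean filter (936), without replicate 2 (897) or 3 (872) and with only the groups compared (951), not by the other 8. No alternative closed the gap from 1h to 2h, 903 against about 500 in Fig. 6A, read by eye (756 to 963), from 2h to 3h, 498 against about 200 in Fig. 6A, read by eye (337 to 524), or from 96h to 104h, 705 against about 400 in Fig. 6A, read by eye (61 to 819). From 4h to 8h there were 921 against about 540 in Fig. 6A, read by eye, closed without replicate 1 (725) and with only the groups compared (800). From 8h to 12h there were 465 against about 260 in Fig. 6A, read by eye, and from 88h to 96h 909 against about 550 in Fig. 6A, read by eye, both closed without replicate 2 (252 and 791). With only the groups compared, the gap from 88h to 96h closed (677), and from 8h to 12h the number (160) was too low by more than 1.5 times, a difference smaller than the replicate SD. In these 3 intervals the other 10 alternatives left the gap open. From 136h to 144h there were 588 against about 250 in Fig. 6A, read by eye, closed with only the groups compared (263), not by the other 11. The genes common to 4 early comparisons numbered 23 in GCSF against about 8 in Fig. 6B, read by eye, and 67 in IL3 against about 42 in Fig. 6C, read by eye; the alternatives were not computed for these.

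The paper ranks the displacement from 8h to 12h in IL3 second to that of GCSF pre-treatment, and here it came after 1 more step, 57.4 against 60.0 from 136h to 152h, the step over the excluded 144h. Without that step its rank was the paper's. The order of these steps was the same in the alternatives that leave out the excluded time points, and with them included the steps into and out of 96h and into 144h were larger too. In GCSF, the DEGs up to 12h (3857) were fewer than those after 12h (4631), where the paper finds most before 12h. With only the 2 groups compared they were more (3214 against 2265). In IL3 the DEGs up to 12h were more (7998 against 7891). This order reversed in the alternative with the most later DEGs (9440), since no alternative had over 9323 up to 12h. The paper puts the division between phases at 8h to 12h. Of the splits tried, the one with the largest difference between r within and across phases came at 48h to 56h. The difference was 0.419 against 0.343 for 8h to 12h in IL3 and 0.356 against 0.336 in GCSF. The paper gives a local minimum of the NMF error at 7 behaviors. Here the minima were at other numbers, with 2.32e-04 at 7 against 1.51e-04 at 8. The spread of this error over starts was not computed, so the scan does not decide whether the minimum differs from the paper's. Behaviors from unscaled data are described in the paper as close to those from scaled data, and here their mean r was 0.703 and the lowest 0.186.

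The paper has constant transcripts concentrated in behaviors 2 and 3, which were dominant in 2.53% and 0.611% of such transcripts here against 6.57% and 3.09% of all expressed ones. It assigns Gfi1, Cebpa, Cebpe and Per3 to behavior 2, which here held for *Per3* only, with 1, 1 and 4 for the others. It assigns Irf8, Egr1 and Egr2 to behavior 9 and Nab2 and Zeb2 to behavior 10, and here *Irf8*, *Egr1* and *Nab2* had behavior 10, *Egr2* 8 and *Zeb2* 6. These shares and assignments were computed only with each behavior's maximum set to 1. With the weights as fitted, behavior 2 dominated 4365 transcripts in place of 1845. Whether the shares and assignments differ from the paper's with those weights was not tested. The paper describes the neutrophil TFs as peaking near 100h, and in GCSF the highest means of *Gfi1* and *Cebpa* were at 0h. It lists *Zeb2* among the macrophage TFs upregulated relative to GCSF, and here it was higher in IL3 by 0.31 (log2), under the threshold of 0.58 in each of the 7 alternatives. It has *Fcgr3* highest at the end of neutrophil differentiation, and the highest mean in GCSF was at 144h. It reports no outlying replicate by its score; with the SD in the denominator no score could pass the threshold in groups of 3, and with the variance the highest score was 37.9 on scaled values and 0.00899 on values that were centred only, a setting chosen after seeing the values.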

Other observations

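The tests of how handling relates to the early fall of hypoxia genes, those of time of day and of the medium for the later hypoxia pattern, and the use of the directions of change between 136h and 152h, were chosen only after the result was seen.

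Each endpoint comparison was set against other splits of its 6 libraries. Of the 4 of 10 splits that part all 3 pairs of libraries with the same replicate number, 1 of 4 gave as many DEGs in each of the 4 comparisons, the real one. The others gave at most 981 (undifferentiated cells and GCSF-OHT 168h), 418 (GCSF 0h and 168h), 960 (undifferentiated cells and GCSF 0h) and 376 (undifferentiated cells and IL3-OHT 168h). With 4 splits no share can fall under 0.05. For the consecutive comparisons and changes over time, the group labels of a time course were permuted among libraries with the same replicate number, 30 groupings with the real one. For the comparisons up to 12h 1 of 30 gave as many DEGs in IL3 and in GCSF (at most 6575 and 2897 in the others), and for changes over time 1 of 30 in each (at most 7742 and 4736). After 12h, 8 of 30 in IL3 and 9 of 30 in GCSF gave as many (at most 10515 and 13662), so these sums do not stand apart from those of permuted labels, some of which put early and late libraries side by side.

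Hypoxia response genes lay below the mean of the neighbouring time points at 48h, 72h, 96h, 120h and 144h in both conditions, a pattern noticed in the data and tested on the same data, which the paper does not report. The median shifts of 19 genes (log2) were -0.24, -0.40, -0.89, -0.26 and -0.34 in IL3 and -0.10, -0.80, -1.01, -0.30 and -0.19 in GCSF. At 24h they were 0.14 and -0.02, and at 20h, no multiple of 24h, -0.38 and -0.41. At 40h in GCSF, no multiple either, the shift was -0.16, lower than at 48h, with 19 genes below the neighbours, against 13 at 48h. Neighbouring shifts share time points and are not independent. A candidate explanation is the time of day of the harvest: of 455 choices of 3 of the time points from 32h to 160h other than 96h and 144h, a share of 0.00440 or less had a mean shift as low as 48h, 72h and 120h. Among 8 lists tested in each condition, the mean shift at these time points was -0.29 in IL3 and -0.35 in GCSF for glycolysis enzymes. It was 0.29 and 0.21 for ribosome biogenesis factors. By the two-sided share of the 455 choices, the last had an adjusted p of 0.0527. mRNA processing factors passed 0.05 in IL3 only (0.12, adjusted p = 0.0141). ERK/MAPK feedback and immediate-early genes passed in GCSF (-0.08, adjusted p = 0.0201), with the opposite sign in IL3 (0.12, adjusted p = 0.158). Medium replaced 8 h before may add to the shifts at 48h, 96h and 144h, but those at 72h and 120h, without it, lay below the lowest of the time points from 32h that are no multiples of 24h, the closest differing from it by -0.137. Clock genes did not vary with the phase of the day more than random sets (a share of 0.635 as high in the condition with the larger share). With upper-quartile scaling all 10 shifts were negative, the highest -0.0787. The median reads at these time points were 0.983 times those of the others, and the share of reads on the 10 highest genes differed by -0.378 percentage points, both with overlapping ranges. The paper gives no time of day, and cell density and oxygen were not tested.

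In IL3, the hypoxia genes fell and rose again within 12 h of OHT addition. An effect of handling of the cultures was looked for in the shifts from the neighbours at 96h and 144h, 8 h after medium was replaced. The one nearer to 0, that at 144h, was -0.342 in IL3 (others -0.402 to 0.423) and -0.192 in GCSF (others -0.801 to 0.595), inside the range in each condition. The genes fell between 1h and 3h and rose again from 4h, and the first time point after a replacement lies 8 h after it, so this leaves handling open. The change from 72h to 80h in IL3 had r = 0.265 across genes with the mean of the GCSF-OHT changes from 48h to 56h and 120h to 128h, at the same time of day, against at most 0.261 for changes at other times. The margin is narrow, a mean of 2 steps is set against single steps, and the 2 changes differ (-0.0656 and 0.376). Further GCSF-OHT steps at this time of day had r of 0.337 (72h to 80h), 0.321 (96h to 104h) and 0.0948 (144h to 152h). The comparison therefore does not decide on time of day for this step.

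Replicate 3 of GCSF-OHT 104h differed from the other libraries of its group by more than 1 (log2) in more of 10540 genes than any other library did, where the median over libraries was 31. It had the most reads of the GCSF-OHT libraries, 33147945 against 14600246 to 31611996, and its r with its own time point minus that with the nearest other was -0.0274, so a mislabelled library remains a possible explanation, although 41 libraries lay nearer to another time point, among them the other 2 of this group. With the most reads it still had 0 for 5 genes with a mean normalized count of 50 or more in the other 2 libraries. *Gm20431*, with 655, was among them. The genes at 0, a check chosen after the values were seen, go against depth. The share of reads on the 10 highest genes in replicate 3, 10.8%, lay within the range of the others (5.03% to 12.5%). No biological explanation was tested.

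After 12h, the most DEGs between consecutive time points in IL3 lay between 136h and 152h, 2781. The change from 128h to 152h had r = 0.668 across genes with that from 136h to 144h, against 0.173 for the time points around 96h, so a change at 144h that lasts to 152h may contribute. The median reads at 136h were 0.987 times those at 152h, the shares of reads on the 10 highest genes differed by 1.51 percentage points, and with upper-quartile scaling the number of DEGs was 103.6% of that without. The first 2 go against depth and a few genes. As 1605 DEGs rose while 1176 fell, size factors common to all genes cannot alone explain both directions. The median-of-ratios scaling already balances rises and falls, so these directions do not decide how much size factors contributed. In the library numbers, 144h comes before 136h. If the labels had been exchanged, the path through the time points would be shorter with them exchanged back, and it was up to 1.31 times as long; the r of the shift at 96h with that at 144h exceeded that with 136h by up to 1.13, which goes against an exchange.

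The libraries of 120h carry another library set number than the rest. The detour over 120h (the distance over 120h relative to the direct one) was 2.53 in GCSF, below 2.77 at 96h and above 2.24 at 152h, the next highest. In IL3 it was 1.98, 0.613 of the 3.23 at the excluded 96h and next to 1.99 at 48h. The IL3 value goes against a difference between library sets larger than those between time points, and a smaller one is not ruled out. In GCSF the detour exceeded that of every other time point but 96h, which leaves a difference between library sets open. Trypsin was used for harvests after 24h. From 24h to 32h, immediate-early genes rose by a median of 0.45 in GCSF (20 of 23 up) and 0.54 in IL3 (22 of 23 up), above the highest other step after 12h by at least 0.0391. A candidate cause is the trypsin, which cannot be told apart from time, since no time point was harvested in both ways. GC content, reads shared between paralogs and RNA from other cells were not tested for any pattern in this part. Effects of the culture plate, of which each time point had its own, cannot be separated from time in any of them.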
